# CX3CR1 deficiency promotes muscle repair and regeneration by enhancing macrophage ApoE production

**DOI:** 10.1038/ncomms9972

**Published:** 2015-12-03

**Authors:** Ludovic Arnold, Hélène Perrin, Camille Baudesson de Chanville, Marielle Saclier, Patricia Hermand, Lucie Poupel, Elodie Guyon, Fabrice Licata, Wassila Carpentier, José Vilar, Rémi Mounier, Bénédicte Chazaud, Nora Benhabiles, Alexandre Boissonnas, Béhazine Combadiere, Christophe Combadiere

## Abstract

Muscle injury triggers inflammation in which infiltrating mononuclear phagocytes are crucial for tissue regeneration. The interaction of the CCL2/CCR2 and CX3CL1/CX3CR1 chemokine axis that guides phagocyte infiltration is incompletely understood. Here, we show that CX3CR1 deficiency promotes muscle repair and rescues *Ccl2*^−/−^ mice from impaired muscle regeneration as a result of altered macrophage function, not infiltration. Transcriptomic analysis of muscle mononuclear phagocytes reveals that Apolipoprotein E (ApoE) is upregulated in mice with efficient regeneration. ApoE treatment enhances phagocytosis by mononuclear phagocytes *in vitro*, and restores phagocytic activity and muscle regeneration in *Ccl2*^−/−^ mice. Because CX3CR1 deficiency may compensate for defective CCL2-dependant monocyte recruitment by modulating ApoE-dependent macrophage phagocytic activity, targeting CX3CR1 expressed by macrophages might be a powerful therapeutic approach to improve muscle regeneration.

## Abstract (web summary)

Chemokine-driven infiltration of inflammatory macrophages is central to the muscle regenerative response to injury. Here the authors show that the function of infiltrating macrophages is also important as notexin-induced muscle injury in mice is rescued by CX3CR1 knockout owing to enhanced ApoE production.

Monocytes are key players during trauma and inflammation, whereas tissue-resident macrophages have an important role during tissue homeostasis and the resolution of inflammation. However, it is not well established how monocytes and macrophages contribute to both protective/regenerative features and deleterious pathogenic processes. Therefore, defining the molecular and cellular processes that enhance, limit or resolve inflammation may lead to useful therapy. Muscle damage induces massive macrophage infiltration at the injury site, and macrophages are essential for muscle regeneration^1^,^2^,^3^,^4^. Indeed, partial depletion of mononuclear phagocytes impairs muscle regeneration, whereas reconstitution of myeloid lineage restores regeneration^2^,^5^,^6^. We previously showed that injured skeletal muscle recruits monocytes exhibiting inflammatory profiles that operate phagocytosis and rapidly convert to anti-inflammatory mononuclear phagocytes^3^. Aside from removing necrotic muscle debris, macrophages promote myogenic cell growth and differentiation by releasing growth factors and cytokines^7^,^8^, protect myogenic cells from apoptosis^9^ and participate in restoring perfusion by promoting collateral artery formation and angiogenesis^10^. In mice, infiltrating macrophages differentiate from circulating inflammatory Ly6C^high^ monocytes that co-express CCR2 and CX3CR1, two important chemokine receptors involved in monocyte motility^2^,^3^,^11^. In mice lacking CCR2 (*Ccr2*^−/−^) or its cognate ligand (*Ccl2*^−/−^), muscle regeneration and macrophage infiltration are impaired, and macrophage activation is modified^5^,^6^,^12^,^13^,^14^,^15^,^16^. By contrast, the role of CX3CR1 in muscle healing has not been defined yet, despite its importance in monocyte recruitment^17^,^18^, macrophage polarization^19^,^20^,^21^,^22^, cell survival^20^,^23^ and angiogenesis^24^,^25^.

In the skeletal muscle, recent works indicated that CX3CR1-negative resident macrophages localized in the normal epimysium/perimysium behave as sensors of pathological events, whereas exudate CX3CR1-expressing mononuclear phagocytes may provide immediate inflammatory response in the injured muscle and longstanding immune surveillance until full muscle restoration^26^. CX3CR1 is not recognized as a key molecule in resident macrophage ontogeny, although it plays a key role in kidney dendritic cells, brain microglial cells and intestinal macrophages colonization^27^,^28^,^29^. Few studies indicate that the survival of monocytes and tissue macrophages may rely on CX3CR1 as shown within the atherosclerotic plaques^30^ and in the liver^20^. More recently, CX3CR1 was identified as a regulator of renal macrophage proliferation^31^.

Chemokine (CX3C motif) ligand 1 (CX3CL1) also known as fractalkine or neurotactin is the only known member of the CX3C class of chemokines. It is unique because (i) it is expressed both as a membrane-bound and a soluble form and (ii) it binds specifically to its receptor CX3CR1. It is expressed by human and murine primary myoblasts in culture^32^,^33^. Whether the CX3CR1/CX3CL1 axis is involved in muscle healing through the recruitment of circulating monocytes or the activation of macrophages, and whether its relation to the CCL2/CCR2 axis is unequivocal, as in atherosclerosis^18^,^34^, or ambiguous, as in age-related macular degeneration (AMD)^35^, remains to be understood.

In this study, we investigate muscle regeneration and mononuclear phagocyte recruitment in a notexin-induced muscle injury model by comparing C57Bl/6 (wild type, WT), *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice. We show that CX3CR1 deficiency promotes muscle repair and rescues *Ccl2*^−/−^ mice from impaired muscle regeneration. These phenomena result not from altered mononuclear phagocyte infiltration in *Cx3cr1*^−/−^ mice but from functional modifications. Transcriptomic analysis were performed to compare muscle mononuclear phagocyte subsets between mice with efficient regeneration (WT, *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice) and those with poor recovery (*Ccl2*^−/−^ mice). Among genes differentially expressed, Apolipoprotein E (*ApoE*) transcripts are downregulated in *Ccl2*^−/−^ mononuclear phagocyte subsets. Both ApoE administration and ApoE-proficient bone marrow (BM) transfer restore muscle regeneration in *Ccl2*^−/−^ mice. CX3CR1-ApoE-deficient BM transfer did not rescue CCL2-delayed muscle regeneration as effectively as CX3CR1-deficient ApoE-proficient transfer. Finally, ApoE enhances *in vitro* phagocytosis by macrophages, restores phagocytic activity in *Ccl2*^−/−^ mice, and its deficiency leads to incomplete necrotic myofiber removal. Our results suggest that targeting CX3CR1 expressed by mononuclear phagocytes might be useful in alleviating inflammation and promoting muscle regeneration after trauma.

## Results

### CX3CR1 deficiency promotes muscle healing after injury

We used a mouse model of notexin-induced muscle injury to analyse the muscle reparative process and mononuclear phagocyte recruitment. We show that CX3CR1 (Supplementary Fig. 1a,b) and its ligand CX3CL1 (Supplementary Fig. 1c) are both expressed during muscle regeneration with a maximum reached at day 4. Concomitantly, CCL2 was secreted at days 1 and 4 post injury (Supplementary Fig. 1d). To understand the roles of these chemokines and their functional relationship during muscle repair, we compared muscle regeneration events and mononuclear phagocyte recruitment between C57Bl/6 (WT), *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice. Notexin induced muscle necrosis (day 1, data not shown), which was followed by leukocyte infiltration (day 4), regenerating myofiber formation (day 10) and myofiber growth (day 21; Fig. 1a). Consistent with published data^16^, muscle regeneration was impaired in *Ccl2*^−/−^ mice compared with WT mice and was characterized by delays in necrotic fibre removal and myofiber regeneration (Fig. 1a,b and Supplementary Fig. 2), a smaller cross-sectional area (CSA) of regenerating myofibers (Fig. 1c), more intermuscular adipocytes (Fig. 1d), calcification (Fig. 1e) and fibrosis (Fig. 1f), as well as decreased neovascularization (Fig. 1g). CX3CR1 deficiency improved muscle regeneration: *Cx3cr1*^−/−^ mice had fewer necrotic and more regenerating myofibers on day 4 (Fig. 1a,b and Supplementary Fig. 2), higher myofiber CSA on days 10 and 21 post injury (Fig. 1c) and reduced intermuscular calcification (Fig. 1e). Strikingly, muscle regeneration in *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice was better than in *Ccl2*^−/−^ mice and similar to that of WT mice for all the indicators studied; it thus enhanced the muscle regeneration improvement driven by the CX3CR1 deficiency (Fig. 1 and Supplementary Fig. 2). These results were unexpected, as CX3CR1 deficiency usually causes severe disorders in various inflammatory models, associated with cell death^36^, fibrosis development^20^, delayed wound healing and neovascularization^24^,^25^. The observation of the rescued phenotype in both male and female double-deficient mice (Supplementary Fig. 3) but not in *Cx3cr1*^−/−^ *Ccr2*^−/−^ compared with *Ccr2*^−/−^ mice (Supplementary Fig. 4) suggests that a minimum level of monocyte infiltration is required to compensate for the muscle regeneration impairment (monocyte recruitment is more severely impaired in *Ccr2*^−/−^ than *Ccl2*^−/−^ mice^12^). CX3CR1 deficiency thus appears to promote muscle repair and rescue *Ccl2*^−/−^ mice from impaired muscle regeneration.

### CCL2 but not CX3CR1 deficiency alters macrophage infiltration

To identify the cellular origin of the muscle regeneration rescue observed in *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice, we performed BM transplantation experiments in sub-lethally irradiated *Ccl2*^−/−^ mice. The control graft produced strongly improved muscle regeneration on day 10 post injury, characterized by increased regenerating myofiber CSA and decreased intermuscular fat accumulation and calcification (Fig. 2a). BM transfer from *Cx3cr1*^−/−^ mice amplified muscle regeneration rescue and increased the regenerating myofiber CSA. This indicates that the muscle regeneration improvement observed in *Cx3cr1*^−/−^ mice relied on BM-derived cells.

As both CX3CR1 and CCL2 are involved in mononuclear phagocyte trafficking, we hypothesized that modulation of mononuclear phagocyte recruitment in the injured muscle might account for the improved regeneration in *Cx3cr1*^−/−^ mice and rescue of *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice. We assessed mononuclear phagocyte infiltration throughout the injured muscle by flow cytometry (Fig. 2b) and identified four distinct populations (subsets 1–4) expressing typical mononuclear phagocyte phenotypic markers (CD11b^+^ Ly6G^−^ NK1.1^−^ F4/80^+^ Mgl1^+^; Fig. 2b and Supplementary Fig. 5). Subset 1 (F4/80^low^ Ly6C^high^) has bean-shaped nuclei and may correspond to infiltrating Ly6C^high^ blood monocytes. Subset 2 (F4/80^low^ Ly6C^low^) expressed dendritic cell markers, such as CD11c and IAb (major histocompatibility complex molecules-class II), and CD64 (FcγRI) at lower levels than the other three subsets. Cells from subsets 3 and 4 were larger and had typical macrophage morphology; subset 3 (F4/80^high^ Ly6C^low^ Mgl1^low^) expressed lower levels of M2-type macrophage markers (such as Mgl1 and CD206) than subset 4 (F4/80^high^ Ly6C^low^ Mgl1^high^; Fig. 2b and Supplementary Fig. 5). Cells from subsets 1 and 3 were the main mononuclear phagocyte subsets (about 86%) in muscle at the peak of inflammation, on day 4 post injury (Fig. 2c). In a previous study^2^, we showed that Ly6C ^high^ monocytes in the muscle are recruited from the blood and are non-dividing cells. They switched their phenotype to Ly6C^low^ mononuclear phagocytes and actively proliferated *in situ*, contributing to the large amount of mononuclear phagocytes observed in the muscle at day 4 post injury.

Subset 1 was found in significantly lower numbers on day 1 (70% reduction, *P*<0.0006) as was subset 3 on day 4 (48% reduction, *P*<0.0001) in injured muscles from *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ compared with WT and *Cx3cr1*^−/−^ mice (Fig. 2d). This finding confirms that monocyte/macrophage recruitment requires CCL2 (ref. 12). Conversely, CCL2 and CX3CR1 deficiency did not or only slightly affected the proportions of subsets 2 and 4. The greater impairment of the recruitment of subsets 1 and 3 in the injured muscle of *Ccr2*^−/−^ mice (Supplementary Fig. 6) suggests that their presence in the lesion is necessary for the CX3CR1-dependent compensatory effect. Strikingly, the infiltration kinetics of all mononuclear phagocyte subsets of *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice, as for WT and *Cx3cr1*^−/−^ mice, were superimposable (Fig. 2d) despite strongly different pathophysiological conditions. The apparent lack of association between the muscle regeneration rescue observed in *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice and any change in the number of monocytes infiltrating/macrophages proliferating in the injured muscle suggests that the process allowing muscle recovery in *Cx3cr1*^−/−^ mice may be related to mononuclear phagocyte functions. We next investigated the role of BM-derived macrophages from the various mice strains regarding myogenic precursor cells (MPCs) using *in vitro* assays. No differences were observed in MPC proliferation or fusion (Supplementary Fig. 7). Neither CX3CR1 nor CCR2 were detected on satellite cells^13^, on myoblasts or on regenerating myofibers (data not shown).

To address more globally the mononuclear phagocyte functions that may promote muscle regeneration, we performed a genome-wide microarray analysis of the four mononuclear phagocyte subsets from WT, *Cx3cr1*^−/−^*, Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ muscles on day 4 post injury (GSE73473). 

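The deposited series holds 24 arrays, 16 from the 4 sorted subsets of the 4 strains on day 4 after notexin, a myotoxic phospholipase, and 8 from subsets 3 and 4 of untreated muscle of the same strains. Each strain, subset and condition is 1 array, hybridised with amplified RNA from a pool of 3 mice, so that the 4 strains serve as the replicates of a subset (n = 4) and a single strain has none within a subset. Subset 1 was gated as Ly6C high and the others as Ly6C low. Subsets 1 and 2 were low for the macrophage antigen encoded by Adgre1, and subsets 3 and 4 were high for it and were parted by Mgl1, low in subset 3 and high in subset 4. The transcript of Cx3cr1, the fractalkine receptor gene disrupted in 2 of the strains, had a log2 intensity of 7.56 in WT subset 1 and 6.41 in *Ccl2*-/- subset 1, against 4.91 in *Cx3cr1*-/- and 5.02 in *Cx3cr1*-/- *Ccl2*-/-. In subset 3 it was 6.64 in WT and 7.04 in *Ccl2*-/-, against 5.32 in *Cx3cr1*-/- and 4.96 in *Cx3cr1*-/- *Ccl2*-/-. Of these 4 lower values only the 5.32 was above background. In subset 2 it was 7.21 in the array labelled *Cx3cr1*-/- and 6.21 in WT, and in subset 4 it was 6.77 and 6.58, so that these arrays do not separate the 2 genotypes by this probe. Ccl2, which encodes the monocyte chemoattractant, was not lower in the arrays labelled *Ccl2*-/-, at 9.86 in subset 1 against 8.76 in WT. The sources used here do not place its probe relative to the disrupted part of the gene, so it does not check the labels.

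Of 45281 probes, the number detected at a detection p under 0.05 was 14135 to 16445 in subset 1 (median 15914.5, n = 4), 7054 to 15794 in subset 2 (median 12925.5), 16668 to 18289 in subset 3 (median 17855.5) and 9369 to 17846 in subset 4 (median 13928.5). The day-4 arrays with the fewest were *Cx3cr1*-/- subset 2 with 7054, *Cx3cr1*-/- subset 4 with 9369 and *Cx3cr1*-/- *Ccl2*-/- subset 2 with 10072, and the arrays other than these and 1 untreated array had at least 13638. The authors deposited signals that were not normalized, with a detection p per probe, and a matrix of processed intensities that differs from quantile-normalized signals by at most 0.03 log2 units. Here the signals were corrected for background with the detection p, quantile-normalized over all 24 arrays and taken to log2 (limma's neqc, offset 16), and a probe entered a test when it was detected in at least 8 of 16 arrays, or 4 of 8. Background correction widens differences between dim probes, and the quantile step gives every array the same distribution, so both can change the folds given for single genes. Where no array of a group on the lower side was above background, the fold is given as a lower bound (at least), with that group at its own value or the lowest detected signal of each array, whichever is higher. The number of arrays limits the precision.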

One-way analysis of variance analysis identified 434 genes (*P*<0.05) that distinguished the four subsets (Fig. 2e). 

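Of the genes behind the sort gates, Ly6c1 and Adgre1 differed between the subsets and Clec10a did not pass the test. Ly6c1, a gene of the Ly6C antigen, had a log2 intensity of 9.41 ± 0.17 (SD, n = 4 strains) in subset 1. It was 5.70 ± 0.51 in subset 2, 5.90 ± 0.15 in subset 3 and 5.82 ± 0.55 in subset 4. Ccr2, the receptor for CCL2 on monocytes, was 8.03 ± 0.13 in subset 1 and 6.03 ± 1.33, 6.11 ± 0.35 and 5.96 ± 0.66 in subsets 2, 3 and 4. Adgre1, the gene of the macrophage antigen of the gates, was lowest in subset 2 at 8.25 ± 1.12, with 11.02 ± 0.33 in subset 1, which was gated low for the antigen, and 11.64 ± 0.16 and 11.22 ± 0.28 in subsets 3 and 4, gated high for it. Clec10a, which encodes Mgl1, was 13.28 ± 0.49 in subset 4 and 11.55 ± 0.12, 11.70 ± 1.30 and 11.99 ± 0.39 in subsets 1, 2 and 3. These antigens, CCR2 apart, defined the gates, so their transcripts are no independent evidence of the identity of the subsets.

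Of 15320 probes tested, 1590 differed between the 4 subsets in limma's one-way F-test, and these named 1151 genes. Ly6c1 passed with an adjusted p of 9.34e-07, Adgre1 with 1.45e-04, Apoe with 0.00428 and Ccr2 with 0.0244, while Clec10a did not pass at 0.0615. With the pool of mice as a block the count was 2941, and without the 3 day-4 arrays of lowest detection it was 2824. Leaving out 1 strain at a time gave 987 probes without WT, 970 without *Cx3cr1*-/-, 530 without *Ccl2*-/- and 196 without *Cx3cr1*-/- *Ccl2*-/-.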

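Subset 1 carried the most monocyte transcripts. Of 12 monocyte genes on a list fixed beforehand, 9 were higher in subset 1 than in the mean of the other 3 subsets and none was lower, with 11 higher and none lower when adjusted over the list alone. Ly6c1 was 12.1-fold higher (log2 difference 3.60, standard error 0.25, adjusted p = 8.44e-07 from limma). Thbs1, the matrix glycoprotein thrombospondin, was higher by 2.69 (0.43, adjusted p = 0.00343) and Plac8, a marker of classical monocytes, by 2.29 (0.36, adjusted p = 0.00342). Slfn4, a Schlafen gene of myeloid cells, was 13.1-fold higher and Slpi, a secreted protease inhibitor, 8.92-fold higher. Vegfa, the angiogenic growth factor, was 7.99-fold higher (adjusted p = 0.0201). In the other 3 subsets Slfn4 and Slpi were above background in 7 of 12 arrays, Vegfa in 8, Ly6c1 in 9 and Thbs1 in 11.

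Genes of resident and alternatively activated macrophages were lower. Of 16 tissue-resident macrophage genes 7 were lower and none was higher (12 lower and 1 higher when adjusted over the list alone), among them the folate receptor gene Folr2, by −1.81 (0.27, adjusted p = 0.00325), and Gas6, a bridge between apoptotic cells and the receptors Axl and Mertk, 6.01-fold lower and above background in 2 of the 4 arrays of subset 1. Of 19 alternatively activated macrophage genes 7 were lower and 1 was higher (9 and 3 adjusted over the list alone). Many genes, such as Folr2 and Clec10a, are on both lists, so these are not separate evidence. Retnla, a secreted marker of alternative activation, was at least 10.0-fold lower and Mgl2, a lectin related to Mgl1, 8.53-fold lower. All these genes went the same way in 4 of 4 strains. In limma's camera test the monocyte list had an adjusted p of 4.77e-17, the tissue-resident list 1.87e-17 and the alternatively activated list 5.75e-07, and with an estimated correlation the adjusted p was 8.59e-04, 8.59e-04 and 0.00807. Of 26 interferon response genes 3 were higher and none lower (14 and none over the list alone), with an adjusted p of 2.02e-10 from camera and 0.0785 with an estimated correlation. Of 23 proliferation genes 3 were lower and none higher (9 and none over the list alone), with 1.87e-11 and, with an estimated correlation, an adjusted p of 0.0785. None of 7 muscle fibre genes passed singly, and as a list they were lower (adjusted p = 0.00594, and 0.0495 with an estimated correlation, which became 0.0732 with the pool as a block).

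In all, 120 probes were higher and 87 lower in subset 1. Blocking on the pool gave 349 probes, and without the weakest 3 arrays 1123 passed, the 207 included. The count was 137 without WT, 34 without *Ccl2*-/-, 22 without *Cx3cr1*-/- *Ccl2*-/- and 216 without *Cx3cr1*-/-. Plac8, Thbs1 and Folr2 did not pass without *Ccl2*-/- (adjusted p = 0.0861, 0.0822 and 0.0756 in limma), Plac8 and Retnla did not without *Cx3cr1*-/- *Ccl2*-/- (0.109 and 0.144), and Vegfa did not without WT (0.0652), *Cx3cr1*-/- (0.0565) or *Cx3cr1*-/- *Ccl2*-/- (0.305), or with no filter (0.0726).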

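Subset 2 was set apart by dendritic cell genes. Of 17 genes of dendritic cells and antigen presentation, 14 were higher than in the mean of the other 3 subsets and 1 was lower (15 and 1 when adjusted over the list alone). Fscn1, the actin-bundling protein of mature dendritic cells, was 28.5-fold higher (log2 difference 4.83, standard error 0.38, adjusted p = 8.15e-07 from limma). Dpp4, the peptidase CD26, was higher by 3.28 (0.34, adjusted p = 1.21e-05), Ciita, the transactivator of MHC class II genes, by 2.83 (0.40, adjusted p = 3.00e-04), and the class II gene H2-Ab1 by 1.52 (0.31, adjusted p = 0.0051). Il1r2, the decoy receptor for interleukin-1, was at least 16.1-fold higher and Mmp9, a gelatinase, 14.8-fold higher. In the other 3 subsets Ciita was above background in 5 of 12 arrays, Dpp4 in 6, Il1r2 in 7, Fscn1 in 8 and Mmp9 in 10.

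Macrophage genes were lower. Of 17 macrophage genes 12 were lower and none was higher (12 and 1 adjusted over the list alone), among them the Fc receptor gene Fcgr1, by −1.90 (0.22, adjusted p = 4.46e-05), and the efferocytosis receptor gene Mertk, by −2.83 (0.43, adjusted p = 5.61e-04). F13a1, a coagulation factor subunit made by macrophages, was 19.9-fold lower and the chemokine gene Ccl7 12.3-fold lower. Of 26 complement, efferocytosis and phagocytosis genes 11 were lower and none higher (14 and 1 over the list alone), led by the complement gene C1qa at −3.29 (0.53, adjusted p = 8.01e-04). Of 24 LXR/RXR and cholesterol genes 13 were lower and none higher (15 and none over the list alone), among them the cholesterol exporter gene Abca1, by −3.04 (0.38, adjusted p = 1.00e-04), and Apoe, by −2.84 (0.46, adjusted p = 9.07e-04). In subset 2 F13a1 was above background in 1 of 4 arrays, Mertk and Abca1 in 2, and Ccl7, Fcgr1 and C1qa in 3. Every gene named for subset 2 went the same way in 4 of 4 strains. In camera the adjusted p was 9.68e-14 for the dendritic cell list, 6.17e-05 for the macrophage list, 0.00103 for the complement list and 4.10e-04 for the LXR/RXR list. With an estimated correlation these became adjusted p values of 0.0551, 0.0869, 0.218 and 0.191.

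In subset 2, 680 probes were higher and 1566 lower, or 108 and 1886 when the arrays were scaled to 1 median in place of the quantile step. Of the 4 arrays of subset 2, those of *Cx3cr1*-/- and *Cx3cr1*-/- *Ccl2*-/- had few detected probes, and without these and the weak array of subset 4 the count fell to 1086, of which 709 were among the 2246. It was 1087 without *Cx3cr1*-/- and 327 without *Cx3cr1*-/- *Ccl2*-/-, and 3563 with the pool as a block. H2-Ab1 did not pass without *Cx3cr1*-/- *Ccl2*-/- (adjusted p = 0.0840 in limma) or without the weakest 3 arrays (0.0698).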

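In subset 3, 5 of 23 lysosome genes were higher than in the mean of the other 3 subsets and none was lower (12 and none when adjusted over the list alone). This and the other group counts of subset 3 depend on having all 4 strains. No call was made without *Cx3cr1*-/- *Ccl2*-/-, 1 without *Ccl2*-/-, 22 without WT and 23 without *Cx3cr1*-/-. The protease gene Ctsl was higher by 1.87 on the log2 scale (standard error 0.26, adjusted p = 0.00589 from limma) and Gpnmb, a glycoprotein of phagocytic macrophages, by 1.85 (0.36, adjusted p = 0.0256). Of 24 LXR/RXR and cholesterol genes 2 were higher and none lower (9 and none over the list alone): Abca1, by 1.92 (0.38, adjusted p = 0.0294), and the fatty acid-binding protein gene Fabp5, 5.39-fold (adjusted p = 0.0444). Of 26 complement, efferocytosis and phagocytosis genes 3 were higher and none lower (13 and none over the list alone), among them C1qc, by 1.70 (0.36, adjusted p = 0.0344), and Mfge8, an opsonin of apoptotic cells, by 1.81 (0.38, adjusted p = 0.0344). Plac8 was 11.1-fold lower (−3.47, standard error 0.36, adjusted p = 4.05e-04) and Il1r2, above background in 3 of the 4 arrays of subset 3, 5.25-fold lower. In the other 3 subsets Fabp5 was above background in 8 of 12 arrays, Ctsl in 9 and Abca1 in 10. Apoe itself was 2.86-fold higher (1.52, standard error 0.46) with an adjusted p of 0.118, which became 0.0196 with the pool as a block and 0.0251 with median scaling. The genes named for subset 3 went the same way in 4 of 4 strains.

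The lysosome list had an adjusted p of 1.98e-07 in camera, the LXR/RXR list 2.02e-04 and the complement list 4.37e-04, and with an estimated correlation the adjusted p was 0.166 for all 3. Of the probes, 93 were higher and 63 lower in subset 3, against 2821 and 64 with median scaling. The 156 calls became 473 with the pool as a block and 851, the 156 among them, without the weakest 3 arrays. They fell to 22 without WT, 23 without *Cx3cr1*-/-, 1 without *Ccl2*-/- and none without *Cx3cr1*-/- *Ccl2*-/-, where the adjusted p of Plac8 was 0.118 and that of Ctsl 0.210.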

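Subset 4 had the profile of resident, alternatively activated macrophages. Of 16 tissue-resident macrophage genes 14 were higher than in the mean of the other 3 subsets and none was lower, with 15 and none when adjusted over the list alone. Folr2 was at least 9.21-fold higher (adjusted p = 8.45e-07 from limma), the hyaluronan receptor gene Lyve1 at least 9.51-fold (adjusted p = 3.62e-04) and the haemoglobin scavenger receptor gene Cd163 higher by 3.59 on the log2 scale (standard error 0.64, adjusted p = 0.00453). Gas6 was at least 15.7-fold higher (adjusted p = 7.34e-09), and C4b, a complement component, 19.8-fold, a value that its near-identical copy C4a can share. Of 19 alternatively activated macrophage genes 14 were higher and 1 was lower (15 and 2 over the list alone), among them the mannose receptor gene Mrc1, by 2.01 (0.28, adjusted p = 4.76e-04), and the eotaxin gene Ccl24, by 2.07 (0.27, adjusted p = 2.79e-04). Both lists share many genes, among them Folr2, Lyve1, Cd163, Mrc1 and Clec10a, the gene of the Mgl1 gate, so they are not separate evidence. Ccl8 and Ccl24 are also on the chemokine list given next. Of 12 chemokine and chemokine receptor genes 5 were higher and none lower (7 and 2 over the list alone), led by Ccl8, a monocyte attractant, at least 12.1-fold. The integrin gene Itgb7 was 10.8-fold lower and Vegfa 7.02-fold lower, both above background in 2 of the 4 arrays of subset 4. In the other 3 subsets Lyve1 was above background in 4 of 12 arrays, Ccl8 in 5, Gas6 and Ccl24 in 6, Folr2 in 8, C4b in 10 and Cd163 in 11. All of these moved the same way in 4 of 4 strains.

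In camera the adjusted p was 1.41e-37 for the tissue-resident list, 5.14e-22 for the alternatively activated list and 1.40e-05 for the chemokine list, and with an estimated correlation the adjusted p was 3.34e-05, 4.03e-05 and 0.0350, the last of which became 0.111 with the pool as a block. In subset 4, 193 probes were higher and 157 lower, or 61 and 75 with median scaling. Without the weakest 3 arrays the count was 1281, with 337 of the 350 among them. It was 211 without WT, 95 without *Ccl2*-/- and 72 without *Cx3cr1*-/- *Ccl2*-/-, and Cd163 did not pass without *Ccl2*-/- (adjusted p = 0.0792 in limma). Vegfa did not pass without WT (0.0741), *Ccl2*-/- (0.0538) or *Cx3cr1*-/- *Ccl2*-/- (0.233), or with no filter (0.0948).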

Using hierarchical clustering and pathway analysis, we identified 10 clusters that confirmed the original identity and functions of each subset. Because muscle regeneration was not rescued in *Cx3cr1*^−/−^ *Ccr2*^−/−^ mice (Supplementary Fig. 4) and muscle infiltration of subsets 1 and 3 was fully abrogated only in *Ccr2*^−/−^ mice (Supplementary Fig. 5), we postulated that these subsets were mainly responsible for this rescued phenotype and sought to identify in them the genes that promote healing.

### ApoE production is adversely regulated by CCL2 and CX3CR1

Comparison of the mononuclear phagocyte transcriptomic profiles from mice with poor regenerative abilities (*Ccl2*^−/−^) and from mice with effective muscle healing (WT, *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^) identified 22 and 17 genes significantly differentially expressed in mononuclear phagocyte subsets 1 and 3, respectively (Fig. 3a,b). Among them, only ApoE transcripts were downregulated in both *Ccl2*^−/−^ subsets 1 and 3. 

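In subset 1, complement and phagocytic receptor genes stood lower in the array labelled *Ccl2*-/- than in each of the other 3 strains. Fcrls, an Fc receptor-like scavenger receptor, was at least 4.11-fold lower than in any of them, C1qa 3.49-fold, C1qb 2.34-fold, C1qc 2.21-fold and Mertk 2.16-fold. Slco2b1, an organic anion transporter gene, was 3.10-fold lower and Itga6, an integrin subunit gene, at least 3.03-fold. Of 27 detected genes of complement, efferocytosis and phagocytosis 5 were at least 2-fold lower than in each other strain and none was higher, and by any amount 15 were lower and 4 higher than in each. Higher in *Ccl2*-/- were the neutrophil chemokine gene Cxcl3, 3.87-fold, the transporter gene Slco4a1, at least 2.32-fold, and Inhba, an activin subunit gene, 2.36-fold, each over the nearest strain. Cxcl3 and Slco4a1 were above background in 1 of the other 3 strains. Of 27 inflammatory response genes 1 was at least 2-fold higher, none was lower, and by any amount 20 were higher and 2 lower. In subset 3 Acod1, the enzyme that makes itaconate, was 2.87-fold higher and Clec4e, the pattern receptor Mincle, 2.16-fold, while Fcgrt, the neonatal Fc receptor gene, was 2.14-fold lower and Ypel3 2.12-fold. Retnlg, a neutrophil gene, was at least 2.33-fold higher there, and Alox15, an eosinophil gene of the lists, at least 1.94-fold, both above background in none of the other 3 strains. By any amount, of 3 detected neutrophil genes 1 was higher and 2 were lower than in each other strain. Of 3 eosinophil genes 2 were higher and none lower. The sort gates of the paper took Ly6G-negative cells and left out Mgl1-negative cells with the morphology of eosinophils.

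By this 2-fold rule 42 probes were higher and 58 lower in *Ccl2*-/- subset 1 (78 named genes), and 18 higher and 15 lower in subset 3 (25 named genes). Slco4a1, higher, and Slco2b1, lower, were the named genes of both. Taken against 1 strain at a time, *Ccl2*-/- subset 1 had 865 probes at least 2-fold higher and 857 lower than WT. Against *Cx3cr1*-/- it was 813 and 811, and against *Cx3cr1*-/- *Ccl2*-/- 90 and 93. In subset 3 the counts in the same order were 589 and 642, 333 and 443, and 58 and 41. By these counts *Cx3cr1*-/- *Ccl2*-/- was the nearest strain in both subsets. With 1 array per strain the rule carries no test. Put in the place of *Ccl2*-/-, WT gave 75 probes in subset 1 and 122 in subset 3, *Cx3cr1*-/- 90 and 55, and *Cx3cr1*-/- *Ccl2*-/- 6 and 6. Without background correction, or with the authors' processed values, 4 of these 100 probes remained past the rule in subset 1 and none in subset 3, and with median scaling 221 were higher and 26 lower in subset 1, and 115 and 9 in subset 3. Of the genes drawn in Fig. 3b, a probe was matched for 21 of 22 in subset 1 and 9 of 17 in subset 3. In subset 1, 8 of 8 drawn as higher and 13 of 13 drawn as lower stood in that direction against each strain. In subset 3 it was 2 of 2 drawn as higher and 6 of 7 drawn as lower. This list was chosen by the study on these arrays, so its directions are not independent evidence.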

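Within 1 subset the strain difference cannot be tested, so it was tested over subsets 1 and 3 together and over all 4 subsets. In subsets 1 and 3, 41 probes were higher and 79 lower in the arrays labelled *Ccl2*-/- than in the mean of the other 3 strains, of 16807 tested. Slco4a1 was at least 2.74-fold higher (adjusted p = 0.0102 from limma, above background in 2 of 6 arrays of the other strains), Pdpn, the mucin-type glycoprotein podoplanin, 3.31-fold (adjusted p = 0.0384) and Ccl12, a ligand of CCR2, 3.02-fold (adjusted p = 0.0400). Lower were Ypel3, 3.92-fold (−1.97, standard error 0.21, adjusted p = 0.0109), the cytokine gene Il16, 3.52-fold (adjusted p = 0.0157), Slco2b1, 3.38-fold (adjusted p = 0.0157), the sterol 27-hydroxylase gene Cyp27a1, 2.68-fold (adjusted p = 0.0275), and Ctsa, a lysosomal carboxypeptidase gene, 2.62-fold (adjusted p = 0.0421). Each went the same way in 2 of 2 subsets. Both subsets of a strain come from 1 pool of mice, so these p-values measure how alike the strain difference was in the 2 subsets, not the spread between mice.

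The count fell to 29 when only these 8 arrays were normalized together, to 20 without WT, to 0 without *Cx3cr1*-/-, to 0 with no filter on dim probes and to 0 with the 3 other strains taken as 1 group, and it was 386 without *Cx3cr1*-/- *Ccl2*-/- and 186 with a prior variance that follows intensity. With median scaling 359 probes were higher and 45 lower. Over all 4 subsets no probe passed in limma (lowest adjusted p 0.356), with 1622 at an unadjusted p under 0.05, but without the weakest 3 arrays, left out after the values were seen, 4 were higher and 10 lower.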

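Apoe, the gene of the lipid carrier apolipoprotein E, had a log2 intensity of 9.49 in subset 1 of the array labelled *Ccl2*-/-, against 12.15 in WT and 12.21 in *Cx3cr1*-/-. This is 6.33-fold lower than WT and 6.61-fold lower than *Cx3cr1*-/-, and 2.24-fold lower than *Cx3cr1*-/- *Ccl2*-/-. In subset 3 it was 11.51 in *Ccl2*-/-, against 12.14 in WT and 12.60 in *Cx3cr1*-/-, or 1.54-fold, 2.13-fold and 1.57-fold lower than WT, *Cx3cr1*-/- and *Cx3cr1*-/- *Ccl2*-/-. Apoe was therefore lowest in *Ccl2*-/- in both subsets, and at least 2-fold below each other strain in subset 1. In subset 1 the nearest strain was 0.79 log2 units away (−0.79) under median scaling, less than 2-fold.

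**Figure D1:**
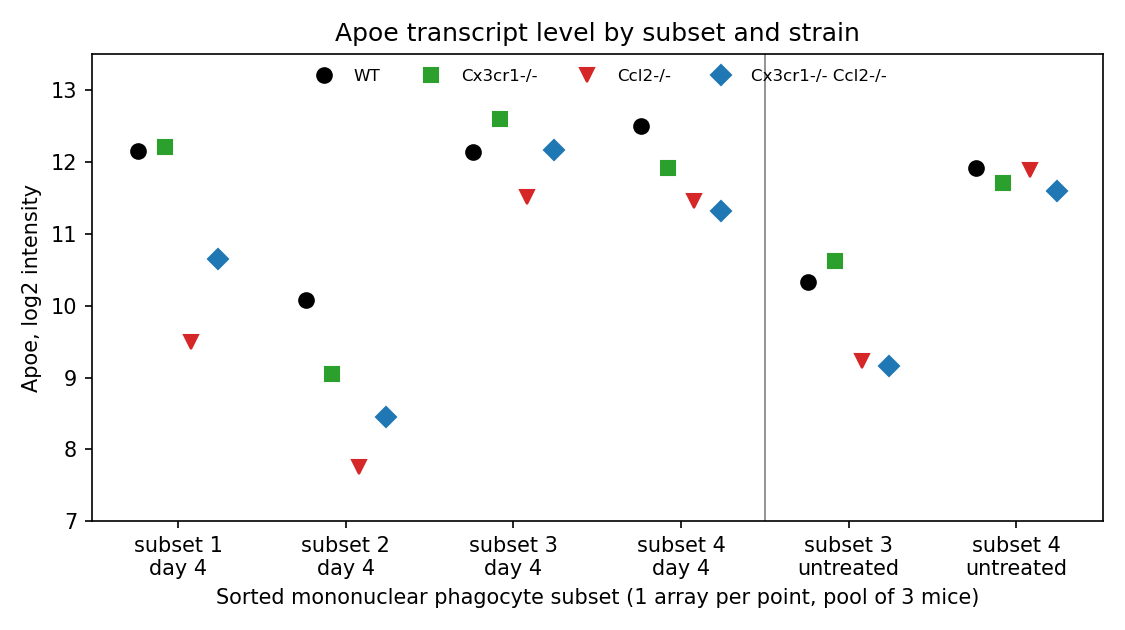
Log2 intensity of the Apoe probe (vertical axis) in each sorted subset on day 4 after notexin and in untreated muscle (horizontal axis), where each point is 1 array of 1 strain, made from a pool of 3 mice, so that there are no error bars. In subset 1 the *Ccl2*-/- point lies at 9.49, below the other 3 strains, and in subset 3 it lies at 11.51.

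Over subsets 1 and 3 together Apoe was lower in *Ccl2*-/- than in the mean of the other 3 strains by −1.49 on the log2 scale (standard error 0.34, adjusted p = 0.0812 from limma, lower in 2 of 2 subsets), which does not pass 0.05. It passed with a prior variance that follows intensity (adjusted p = 0.0412) and without *Cx3cr1*-/- *Ccl2*-/- (adjusted p = 0.0338). The paper postulates that subsets 1 and 3 carried the rescue, since it was absent in *Cx3cr1*-/- *Ccr2*-/- mice and these subsets were fully lost only in *Ccr2*-/- mice, and so compared the strain that heals poorly with the 3 that heal in these subsets. From the lower Apoe transcripts in both it goes on to measure ApoE itself in macrophages, by RT–PCR and as protein (Fig. 3c–e).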

We confirmed severely lower ApoE expression in macrophages isolated from injured muscle of *Ccl2*^−/−^ mice at both RNA (Fig. 3c) and protein levels (Fig. 3d,e and Supplementary Fig. 8). In accordance with the microarray data, ApoE expression was restored in *Cx3cr1*^−/−^*Ccl2*^−/−^ mice. Moreover, we found a higher expression of ApoE in mononuclear phagocytes from CX3CR1-deficient compared with CX3CR1-proficient mice (Fig. 3c–e). 

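In the arrays of *Cx3cr1*-/- *Ccl2*-/-, Apoe had a log2 intensity of 10.65 in subset 1, between the levels of *Ccl2*-/- and WT. In subset 3 it was 12.16, higher than WT by 0.02. In subset 2 it was 8.45 against 7.76 in *Ccl2*-/-, and in subset 4 11.32 against 11.45. Over subsets 1 and 3 the difference between *Cx3cr1*-/- *Ccl2*-/- and *Ccl2*-/- was 0.91 (standard error 0.41, adjusted p = 1.00 from limma, higher in 2 of 2 subsets), and over all 4 subsets it was 0.60 (adjusted p = 0.768, higher in 3 of 4 subsets), and neither passed the test. Clec4e was lower in *Cx3cr1*-/- *Ccl2*-/- than in *Ccl2*-/- by −0.85 (adjusted p = 1.00) and Mertk higher by 0.59 (adjusted p = 1.00) over subsets 1 and 3.

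No gene passed singly between these strains. Over all 4 subsets 760 probes had an unadjusted p under 0.05 (lowest adjusted p 0.768), and over subsets 1 and 3, a fit chosen after the values were seen, 470 (lowest adjusted p 0.681). Of 26 inflammatory response genes none passed in either direction, singly or when adjusted over the list alone, and as a list they were lower in *Cx3cr1*-/- *Ccl2*-/-, with an adjusted p of 1.34e-09 from camera and 0.530 with an estimated correlation. The strains have 1 pool each, so p measures only how alike a difference was in the subsets of that pool.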

We also showed that addition of CX3CL1 on WT macrophages *in vitro* suppressed ApoE expression by about 30%, without affecting CCL2 expression (Fig. 3f). These results reveal that CX3CL1/CX3CR1 axis is also directly involved in the regulation of ApoE expression.

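In subsets 1 and 3, the arrays labelled *Ccl2*-/- were higher than the mean of the other 3 strains for several inflammatory genes. Of these 3 strains *Cx3cr1*-/- *Ccl2*-/- lay nearest to *Ccl2*-/- by the count of probes 2-fold apart. A difference from the mean of the 3 need not hold against each of them. Of 26 inflammatory response genes 4 were higher and none was lower (11 and 2 when adjusted over the list alone). Clec4e was higher by 1.38 on the log2 scale (standard error 0.21, adjusted p = 0.0275 from limma), Clec4d, a related pattern receptor gene, by 1.13 (0.18, adjusted p = 0.0278), the monocyte chemokine gene Ccl7 by 1.00 (0.17, adjusted p = 0.0384) and Sod2, the mitochondrial superoxide dismutase gene, by 0.95 (0.17, adjusted p = 0.0421). Il1b, the interleukin-1β gene, differed by −0.05 (adjusted p = 0.943), and Il1rn, its receptor antagonist gene, by 0.96 (adjusted p = 0.0734). Of 25 complement, efferocytosis and phagocytosis genes 1 was lower and none higher (7 and 1 over the list alone), and with median scaling none was lower and 1 higher. This was Axl, a receptor for Gas6 on apoptotic cells, at −1.33 (0.24, adjusted p = 0.0392), while Mertk stood at −1.11 (adjusted p = 0.0785) and C1qc at −1.05 (adjusted p = 0.154). Of 25 LXR/RXR and cholesterol genes 2 were lower and none higher (5 and 1 over the list alone, or 1 lower and 1 higher with median scaling), Mylip, which degrades the LDL receptor, at −1.06 (0.19, adjusted p = 0.0400, above background in 1 of the 2 arrays of *Ccl2*-/-) and Abca1 at −0.94 (0.18, adjusted p = 0.0478). Nr1h3, which encodes LXRα, was at 0.02 (adjusted p = 0.978). Of 12 Fc gamma receptor pathway genes 1 was lower and none higher (2 and none over the list alone), and of 15 genes of dendritic cells and antigen presentation 1 was lower and none higher (6 and none over the list alone), the transcription factor gene Irf8 at −0.97 (0.19, adjusted p = 0.0498).

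In camera the adjusted p was 7.13e-06 for the inflammatory list, 0.00997 for the complement and the Fc gamma receptor lists, 2.65e-05 for the dendritic cell list and 0.299 for the LXR/RXR list. With an estimated correlation the adjusted p was 0.515 for the first 4 and 0.589 for the LXR/RXR list. No call of this comparison remained without *Cx3cr1*-/-, with no filter or with the 3 other strains as 1 group.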

Interestingly, most of the dysregulated genes in mononuclear phagocytes from *Ccl2*^−/−^ versus WT, *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice can be linked in a network in which ApoE is central and related to inflammatory response, endocytosis signalling and the LXR/RXR activation pathway involved in the regulation of inflammation and lipid metabolism^37^ (Fig. 3g). We previously published a functional link between ApoE and CX3CR1 in AMD^38^. Sub-retinal macrophages in AMD patients as well as in sub-retinal inflammation observed in *Cx3cr1*^−/−^ mice express high levels of ApoE. Previous studies indicate that ApoE is an immunomodulatory agent that polarizes macrophages in a M2 anti-inflammatory phenotype^39^. We previously showed that M2 macrophages are associated with myofiber growth and myoblast differentiation and fusion^3^. In addition, ApoE can suppress the pro-inflammatory response mediated by microbial stimuli *in vivo*^40^,^41^. Furthermore, the delay in skeletal muscle healing in *ApoE*^−/−^ mice following hindlimb ischaemia-reperfusion^42^ suggests that this gene plays a major role in the muscle regeneration process.

### ApoE favours phagocytosis and muscle regeneration

Histological analysis of injured muscle from *ApoE*^−/−^ mice 10 days after injury revealed strongly impaired muscle regeneration, with a markedly lower CSA of regenerating myofiber and increased intermuscular fat and calcification (Fig. 4a). These results are consistent with previous reports that *ApoE*^−/−^ mice develop calcification and accumulate lipid-filled foam cells within atheromatous plaque when fed a high-fat diet^43^,^44^. Using hydrodynamic-based *in vivo* transfection, we next showed that systemic expression of human ApoE3 improved muscle repair in *Ccl2*^−/−^ mice (Fig. 4b). In addition, *Cx3cr1*^−/−^ *ApoE*^−/−^ bone-marrow transfer in irradiated *Ccl2*^−/−^ mice did not promote myofiber growth as effectively as *Cx3cr1*^−/−^ bone-marrow transfer (+33% myofiber CSA versus +58%; Fig. 4c). We also observed high reduction of myofiber growth in *Cx3cr1*^−/−^ *Ccl2*^−/−^ *ApoE*^−/−^ mice compared with *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice (Fig. 4d). These results demonstrate that the impairment of muscle regeneration in *Ccl2*^−/−^ mice depends at least partially on the inability of muscle mononuclear phagocytes to produce enough ApoE and that CX3CR1 deficiency promotes and rescues *Ccl2*^−/−^ muscle healing by regulating ApoE production by macrophages.

Because macrophage phagocytic activity is impaired in *ApoE*^−/−^ (Supplementary Fig. 9) and improved in *Cx3cr1*^−/−^ mice^21^,^45^, we hypothesized that improved muscle regeneration in *Cx3cr1*^−/−^ mice and rescue in *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice might be linked to increased phagocytosis, and indeed we measured more phagocytic activity in muscles from *Cx3cr1*^−/−^ compared with WT mice (Fig. 5a). The better necrotic myofiber removal in *Cx3cr1*^−/−^ *Ccl2*^−/−^ compared with *Ccl2*^−/−^ mice (for an equivalent number of infiltrated mononuclear phagocytes) suggests that CX3CR1-deficient mononuclear phagocytes have higher phagocytic activity. *Ex vivo* experiments confirmed that muscle macrophages from *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice engulfed fluorescent microspheres more effectively than those from *Ccl2*^−/−^ animals (Fig. 5b). Moreover, addition of exogenous APOE3 improved both phagocytic activity of *Ccl2*^−/−^ muscle macrophages *in vitro* (Fig. 5c) and necrotic myofibre removal in *Ccl2*^−/−^ mice (Fig. 5d). Addition of CCL2 restored phagocytic activity of *Ccl2*^−/−^ macrophages (Fig. 5e, right panel) but not that of WT and *Cx3cr1*^−/−^ macrophages. A reduction in WT macrophage phagocytic capacity was observed after incubation with CX3CL1 (Fig. 5e, left panel). Finally, the addition of CX3CL1 and CCL2 on WT macrophage-enriched muscular cell suspensions triggered similar expression of molecules involved in inflammatory response such as IL-1β, IL-1RA (IL-1 receptor antagonist) and iNOS (inducible nitric oxide synthase; Fig. 5f). Altogether, our results suggest that impaired muscle healing in *Ccl2*^−/−^ mice is linked to decreases in monocyte/macrophage recruitment and function, notably phagocytosis.

## Discussion

Skeletal muscle regeneration is a complex series of events, in which monocytes/macrophages play a major part in the healing process. Chemokines and their receptors orchestrate their distribution and their functions to ensure muscle regeneration. CX3CR1 and CCL2 deficiencies affect post-lesion blood monocytosis differently: CX3CR1 deficiency is associated with a reduction in Ly6C^low^ monocytes, whereas CCL2 deficiency affects the number of Ly6C^low^ and Ly6C^high^ monocytes (Supplementary Fig. 10). Because Ly6C^low^ blood monocytes have no role in the muscle regeneration process^3^,^46^, their lack may not impair this process. Few groups including Saederup *et al*.^47^ and our group^18^ have shown additive or synergistic effects of CCR2 and CX3CR1 axis on monocyte recruitment or macrophage accumulation. CCR2 and CX3CR1 axis may also lead to the opposite effect, and more specifically CX3CR1 deficiency may promote CCR2-dependent microglial cell accumulation in the retina^35^. Here we could not detect any changes in monocyte recruitment or in macrophage accumulation consistently with our previous work showing that monocyte recruitment in the injured muscle was exclusively dependent on CCR2 axis^3^. In these conditions, CX3CR1 may only affect macrophage functions, not monocyte recruitment or macrophage proliferation.

CX3CR1 is an essential pleiotropic chemokine receptor involved in various biological functions, including cell chemotaxis, apoptosis, cell activation/polarization, organ development and neovascularization. Its deficiency is considered deleterious in a large variety of acute inflammatory responses where it exacerbates inflammation^20^,^24^,^36^. In chronic diseases, such as atherosclerosis, CX3CR1 deficiency also limits monocyte recruitment and macrophage accumulation at inflammatory sites leading to reduced atherosclerosis^18^,^48^,^49^. In contrast, CX3CR1 presence is somewhat protective in AMD^50^. The role of CX3CR1 appears to be different depending on the inflammatory model. Our results show for the first time that CX3CR1 deficiency can improve wound healing in an acute injury model without affecting monocyte recruitment or macrophage accumulation. In the mdx mice, a chronic model of muscle injury (a murine model for Duchenne muscular dystrophy), previous studies using gene expression microarrays have demonstrated that dystrophic muscles are characterized by an inflammatory ‘molecular signature'^51^,^52^, in which CC chemokines are prominent and among which CCL2 and its receptor CCR2 are highly expressed^53^,^54^. There is no evidence of CX3CR1/CX3CL1 expression in this context and the role of CX3CR1 has not yet been investigated. In a previous work^9^, we showed that four molecular systems including CX3CR1/CX3CL1 are involved in MPC apoptosis inhibition driven by macrophages *in vivo* and *in vitro*. Although apoptosis induction is fairly easy to achieve *in vitro* (through the incubation with various pro-apoptotic drugs), the MPC apoptosis events *in vivo* are rather rare, with apoptotic MPC representing only a very small number of cells in the myoblast population. In contrast, phagocytosis events during muscle repair are ubiquitous, and it is more likely that macrophages will engulf apoptotic MPC *in vivo* than protect them through the CX3CR1/CX3CL1 molecular system.

Figure 6 summarizes the main findings of the work and proposes a model of action of macrophages in muscle regeneration via ApoE production. We demonstrated that CX3CR1 deficiency is associated with increased removal of necrotic myofibers, as it is with the phagocytosis of amyloid-beta deposits in the brain of a murine model of Alzheimer's disease^21^. Similarly, CX3CR1-deficient mononuclear phagocytes overexpressed ApoE protein, which is known to stimulate macrophage phagocytosis and dampen inflammatory response^39^,^45^. Moreover, a recent study^38^ demonstrated a link between ApoE and CX3CR1 in AMD. Sub-retinal macrophages in AMD patients as well as in sub-retinal inflammation observed in *Cx3cr1*^−/−^ mice express high levels of ApoE. In addition, ApoE deletion in *Cx3cr1*^−/−^ mice prevents pathogenic- and stress-induced subretinal macrophage accumulation. Here we showed that the exogenous administration of ApoE enhanced CCL2-deficient mononuclear phagocyte phagocytic activity. These results suggest that defective CCL2-dependent monocyte recruitment may be compensated by CX3CR1 deficiency through the modulation of ApoE-dependent macrophage phagocytic activity. Therefore, therapeutic intervention to improve mononuclear phagocyte functions by targeting the CX3CR1 chemokine axis might control inflammation and enhance muscle regeneration in response to injury.

## Methods

### Mice

Experiments were conducted on adult female and male mice (8–16 weeks old) of the following strains (all on a C57Bl/6J genetic background): C57Bl/6J (WT; purchased from Janvier), *Cx3cr1*^−/−^ (ref. 55), *Ccl2*^−/−^ (#004434, JAX), *Ccr2*^−/−^ (#004999, JAX), *ApoE*^−/−^ (#002052, JAX), *Cx3cr1*^*gfp/+*^ (#008451, JAX) were intercrossed to obtain *Cx3cr1*^−/−^ *Ccl2*^−/−^, *Cx3cr1*^−/−^ *ApoE*^−/−^, *Cx3cr1*^−/−^ *Ccl2*^−/−^ *ApoE*^−/−^ *and CX3CR1*^*gfp/gfp*^ *ApoE*^−/−^ as described in ref. 18. Mice were bred and maintained in our specific pathogen-free animal facility according to institutional guidelines and used according to the French legislation (no. A-75-1315). All experiment protocols were approved by the local ethics committee and validated by the Service Protection et Santé Animales, Environnement (no. A-75-2065).

### Muscle injury

Muscle injury was caused by intramuscular injection of 10 μl of notexin (25 μg ml^−1^ in PBS; Latoxan) into the tibialis anterior (TA) muscle. Muscle and fascia were harvested together for analysis at different time points post injury (1, 4, 7, 10, 14, 21 days). In some experiments, a pLIVE plasmid encoding for human ApoE3 was injected into mouse tail veins 6 h before muscle injury.

### Histological analysis

TA muscles were removed, snap frozen in nitrogen-chilled isopentane and kept at −80 °C until use for histological analysis. Cryosections of 7 μm thick were prepared for various types of histological staining. Muscle regeneration was analysed quantitatively for the entire injured area (between 60 and 90% of the entire muscle). The percentages of necrotic and regenerating myofibers as well as the CSA of the regenerating myofibers, an established indicator, were quantified on haematoxylin/eosin-stained muscle sections recorded with an Olympus BX51 at × 10 magnification, connected to an evolution VF camera (medicaCybernetics). We used image J software to count three fields always chosen in the same overall injured area (representing 660±150 myofibers) for at least six different mice analysed per time point. Regenerating myofiber density was assessed in the same fields and is expressed as the number of regenerating myofibers per field. Phagocytosis was assessed on day 4 post injury on muscle cross-sections stained with haematoxylin/eosin by counting the ratio of infiltrated to non-infiltrated necrotic myofibers. Vascularization was quantified on muscle cross-sections stained with wheat germ/*Griffonia simplicifolia* agglutinin. We counted 8±1 fields (at × 20 magnification) chosen randomly over the entire injured area and representing 485±160 myofibers, in three different mice. Areas of fat, calcification and fibrosis were evaluated over the entire injured area of three muscle cross-sections at levels spaced 900 μm apart, stained, respectively, with Oil Red O, Alizarin Red and Masson Trichrome and recorded with a Nikon AZ100 macroscope connected to a DS-Ri1 camera (Nikon). Appropriate thresholds were set with image J software to evaluate these areas. Each parameter was studied on days 4 (except fibrosis), 10 and 21 post injury in at least six different mice.

### Isolation of leukocytes and macrophages from muscle

Mice were flushed with 10 ml of PBS to remove blood. Muscles and fascia were weighed together, minced and digested twice for 45 min each time in DMEM containing collagenase B 0.2% (Roche Diagnostics) and trypsin-EDTA 0.2% at 37 °C. The resulting homogenate was filtered through a 70-μm cell strainer. In some experiments, macrophages were isolated from muscle cell suspension using MACS technology (Miltenyi Biotec). A negative selection using PE-Ly6G and PE-NK1.1 antibodies and anti-PE magnetic beads (to remove neutrophils and NK cells) was followed by a positive selection of macrophages with magnetic beads coupled with CD11b antibodies.

### Flow cytometry analysis and cell sorting

Cell suspensions were incubated with anti-mouse FcγII/III receptor (clone 2.4G2, BD Biosciences, 1:100) for 10 min at 4 °C in FACS buffer (Ca^2+/^Mg^2+^-free PBS with 0.5% BSA) and then stained with the following fluorescent-conjugated anti-mouse antibodies: V450-Ly6G (clone 1A8, BD Biosciences, 1:100), FITC-CD11c (clone HL3, BD Biosciences, 1:100), PE-Cy7-NK1.1 (clone PK136, BD Biosciences, 1:100), APC-Cy7-Ly6C (clone AL-21, BD Biosciences, 1:100), PE-CD64 (clone X54-5/7.1, BD Biosciences, 1:100), APC-IAb (major histocompatibility complex molecules-class II, clone AF6-120-1, BD Biosciences, 1:200), PE-SiglecF (clone E50-2440, BD Biosciences, 1:100), PE-CD206 (clone MR5D3, BD Biosciences, 1:100), biotinylated anti-Mgl1 (MCA2392B, Serotec, 1:100), PE-CCR2 (clone 475301, R&D Systems, 1:100), PerCP-Cy5.5-CD11b (clone M1/70, ebiosciences, 1:500) and APC-F4/80 (clone BM8, ebiosciences, 1:150). A PE-streptavidin (1:1,500, BD Biosciences) was used to reveal Mgl1 expression. Cells were analysed on a FACS Canto II (BD Biosciences) with Diva and FlowJo softwares. Sorting of macrophage cell subsets was performed on a FACSAria II cell sorter (BD Biosciences).

### Microarray analysis, normalization, data set analysis

The four subsets of mononuclear phagocytes were sorted from the injured muscle by flow cytometry on day 4 post injury with the gating strategy showed in Fig. 2. RNA was amplified with the Ovation Pico WTA system V2 (NuGEN) and the resulting complementary DNA (cDNA) was hybridized on Illumina whole mouse genome oligo microarrays (WG6 V2.0). Array data were analysed with Genome studio (Illumina) and MeV software. Filter on background signals and quantile normalization were applied, and only probe sets showing significance (*P*-value<0.05) in 8 of the 16 samples were selected. One-way analysis of variance (*P*<0.01) with subsequent hierarchical clustering was performed on median centred log2 intensity of the resulting 2,472 probes and identified 434 genes that discriminated between the four cell subsets and spread into 10 clusters. Genes showing differential expression in *Ccl2*^−/−^ mice compared with WT, *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Cc2*^−/−^ were selected according to Eisen *et al*.^56^ and comparisons are presented with Venn diagrams (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Ingenuity Pathway Analysis (IPA; Ingenuity Systems Inc.) software was used to identify metabolic and signalling pathways.

### Quantitative RT–PCR

Total RNA from cell lysates of injured muscles was extracted using the RNeasy Mini Kit (Qiagen), according to the manufacturer's instructions. Reverse transcription was performed on 10 ng of RNA using SuperScript VILO cDNA Synthesis Kit (Invitrogen). cDNA were quantified by qPCR using Power SYBR Green PCR Master Mix (Life Technologies) and ApoE, Cx3cr1, Ccl2, Il-1β, Il-1Ra (receptor antagonist), iNOS primers were added at 250 nM each in a final volume of 20 μl (in duplicate for each sample). The sequences of primers used are as follows: *ApoE*-F: 5′- CCTGAACCGCTTCTGGGATT -3′, *ApoE*-R:5′- CGTAGATCCTCCATGTCGGC -3′, *Cx3cr1*-F: 5′- TTCAATCCCAAGGCCCTGTC -3′, *Cx3cr1*-R: 5′- GTGCAAGCAACAGAGTTGGG -3′, *Il1β*-F: 5′- CTGTGTCTTTCCCGTGGACC -3′, *Il1β*-R: 5′- CAGCTCATATGGGTCCGACA -3′, *Il1ra*-F:5′- TCACCCATGGCTTCAGAGGCAGCC -3′, *Il1ra*-R: 5′- GGCCTTTCTCAGAGCGGATGAAG -3′, *Inos*-F: 5′- CCAAGCCCTCACCTACTTCC -3′, *Inos*-R: 5′- CTCTGAGGGCTGACACAAGG -3′. PCR (denaturation at 95 °C for 10 min, followed by 40 cycles of 95 °C (15 s) and 60 °C (60 s)) were performed on an ABI7300 (Applied Biosystems). Relative target gene quantification was normalized to GAPDH as housekeeping gene control for each sample and to untreated sample for each experiment, using the 2 ^–ΔΔCt^ method.

### ELISA assays

Muscles obtained at day 0, 1, 4, 10 and 21 after notexin-injury were stored at −20 °C, thawed and centrifuged to obtain tissue homogenates (1 muscle in 1 ml PBS). Murine ELISA CX3CL1 (Fractalkine) and CCL2 (MCP1) assays were performed using Quantikine ELISA Mouse Immunoassay kits (Bio-techne) following the manufacturer's protocol. ApoE3 was measured in mouse serum on day 8 post injury with a HRP-human ApoE3 ELISA Kit (Mabtech).

### Western blot

Macrophages sorted from injured muscle on day 4 post injury through MACS technology were pelleted and lysed in PBS pH7.4, 2% Triton X-100, 1% SDS complemented with antiprotease cocktail (Roche). The samples were then assayed for protein content, diluted in sample loading buffer and heated for 5 min at 95 °C. Proteins (45 μg per lane) were separated by 4-20% standard SDS–polyacrylamide gel electrophoresis. Blots were probed with polyclonal antibodies against ApoE (Abcam, ab20874, 1:750) and tubulin (Millipore, CP06, 50 ng ml^−1^).

### Immunolabelling

Frozen muscle cryosections were stained using rabbit anti mouse-MyoD (M-318, SantaCruz) and monoclonal mouse anti-myogenin (F5D, DSHB) antibodies (green) were visualized with Alexa Fluor-594- and -488-conjugated secondary antibodies (Invitrogen) before mounting in Vectashield mounting medium containing 4,6-diamidino-2-phenylindole (Vector Laboratories). Macrophages sorted from injured muscle on day 4 post injury through MACS technology were spun onto glass slides and kept at −80 °C until use. Apolipoprotein E immunolabelling used a rabbit polyclonal anti-mouse ApoE (Abcam, 1/30^e^), and an anti-rabbit Alexa 488 antibody (Life Technology) as a secondary antibody.

### BM transplantation

BM transplantation was performed as follows: donor BM cells were obtained by flushing femoral and tibial BM of WT, *Ccl2*^−/−^, *Cx3cr1*^−/−^, *Cx3cr1*^*GFP/GFP*^ or *Cx3cr1*^*GFP/GFP*^ ApoE^−/−^ mice with PBS. Cells were filtered, washed twice and counted in a Malassez slide. 10 × 10^6^ BM cells in 0.1 ml of PBS was injected retro-orbitally to 10.0-Gy-irradiated *Ccl2*^−/−^ mice (5 Gy twice, 3 h apart) directly, at the end of the second irradiation. Chimerism was evaluated on mice engrafted with *CX3CR1*^*gfp/gfp*^ or *CX3CR1*^*gfp/gfp*^ApoE^−/−^ BM, calculating the percentage of GFP^+^ cells among the total number of CD11b^+^ CD115^+^ F4/80^+^ monocytes. Muscle injury was performed 10 weeks after BM transplantation.

### Macrophage and MPC culture

Macrophages were obtained from BM precursor cells. In brief, total BM was obtained from mice by flushing femur and tibia BM with DMEM. Cells were cultured in a DMEM-containing conditioned medium of L929 cell line (enriched in M-CSF) for 7 days. After washing, DMEM-serum-free medium was added for 24 h, and cells were recovered and centrifuged in order to obtain macrophage-conditioned medium. For phagocytosis studies, cell cultures were performed under standard conditions in DMEM/F12 (Gibco) containing 20% FBS and 2% Ultroser G serum (Pall) during 16 h with or without addition of recombinant recombinant human cytokines CX3CL1 (R&D Systems) or CCL2 (PeproTech) at 100 nM.

Murine MPCs were obtained from TA muscle and cultured with standard conditions in DMEM/F12 (Gibco) containing 20% FBS and 2% Ultroser G serum (Pall). For proliferation studies, MPCs were seeded at 10,000 cells per cm^2^ on Matrigel (1/10) and incubated for 1 day with macrophage-conditioned medium+2.5% FBS. Then, cells were incubated with anti-ki67 antibodies (15580, Abcam). For fusion index studies, MPCs were seeded at 30,000 cells per cm^2^ on Matrigel (1/10) and incubated for 3 days with macrophage-conditioned medium containing 2% horse serum. Then, cells were incubated with antibodies against desmin (32362, Abcam).

### Phagocytosis

Macrophage-enriched muscular cell suspensions extracted at day 4 post injury were cultured for 4 h with red fluorescent (580/605) Fluospheres carboxylate-modified microspheres (0.2 μm size) at a 1:10 ratio (macrophage/microspheres) in six-well plates. Cells were analysed on a Zeiss inverted fluorescent axio observer Z1 microscope. Phagocytosis was expressed as the number of macrophages containing at least one microsphere per 1,000 cells, counted using and Image J software, in three distinct experiments. For some experiments, macrophage-enriched muscular cell suspensions were cultured for 16 h with or without addition of Apolipoprotein E3 (Leinco Technologies) at 10 μg ml^−1^, recombinant human cytokines CX3CL1 (R&D Systems) or CCL2 (PeproTech) at 100 nM.

*In vivo* phagocytosis was assessed on day 4 post injury as the percentage of phagocytosed myofibers (infiltrated by mononuclear cells) among the total number of necrotic (not infiltrated)+phagocytosed myofibers. In some case, Apolipoprotein E3 was injected in the muscle, twice per day (2 × 10 μg), for 3 days.

### Statistical analyses

Data are presented as the mean plus the standard error of the mean (s.e.m.). Statistical analyses compared the groups with a Mann–Whitney test or with a Wilcoxon test for matched paired values (Prism software). *P* values of less than 0.05 were considered statistically significant.

## Additional information

**Accession number**: Microarray data have been deposited in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/gds) under accession code GSE73473.

**How to cite this article:** Arnold, L. *et al*. CX3CR1 deficiency promotes muscle repair and regeneration by enhancing macrophage ApoE production. *Nat. Commun.* 6:8972 doi: 10.1038/ncomms9972 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-10.

## Figures and Tables

**Figure 1:**
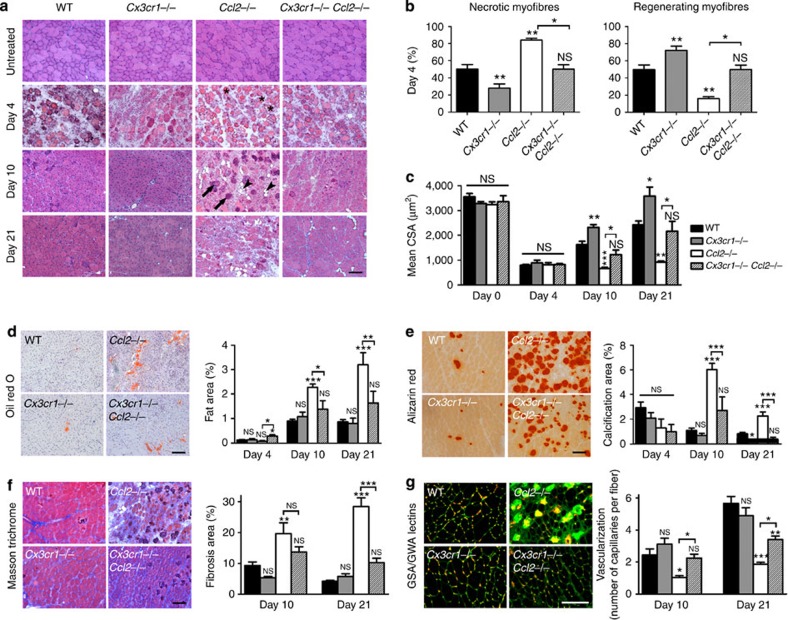
CX3CR1 deficiency promotes and rescues *Ccl2*^−/−^ muscle healing after injury. Muscle regeneration was assessed after notexin injury in WT, *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice on days 4, 10 and 21 post injury. (**a**) Haematoxylin/eosin staining of uninjured and regenerating muscle ( × 100 magnification, scale bar, 100 μm). Arrows indicate dense violet structures corresponding to calcified myofibers, and arrowheads mark intermuscular adipocytes (transparent monovacuolar cells). (**b**) Quantification of regeneration on day 4 post injury assessed by the percentage of necrotic (infiltrated or not) and regenerating (basophilic+centrally nucleated) myofibers, expressed as a percentage of the total number of myofibers. (**c**) Quantification of the mean cross-sectional area (CSA) of regenerating myofibers, by image J software. (**d**) Oil Red O staining of lipids within intermuscular adipocytes, (**e**) Alizarin Red staining of calcified myofibers, (**f**) Masson Trichrome staining of connective tissue and quantification of the different areas, by setting appropriate thresholds on image J software. Fat, calcification and fibrosis are expressed as percentages of the total injured area (between 60 and 90% of total muscle surface) and results are a mean of three different muscle cross-sections taken at each end and the middle of the muscle. (**d**, **e** and **f**: scale bar, 100 μm). (**g**) Vascularization was quantified on muscle cross-sections stained with wheat germ/*Griffonia simplicifolia* agglutinin (scale bar, 50 μm). Data are mean+s.e.m. of six mice per strain, which represent two distinct experiments. NS, not significant, *P<0.05, **P<0.01 and ***P<0.001 for each knock-out strain versus WT and for *Ccl2*^−/−^ versus *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice.

**Figure 2:**
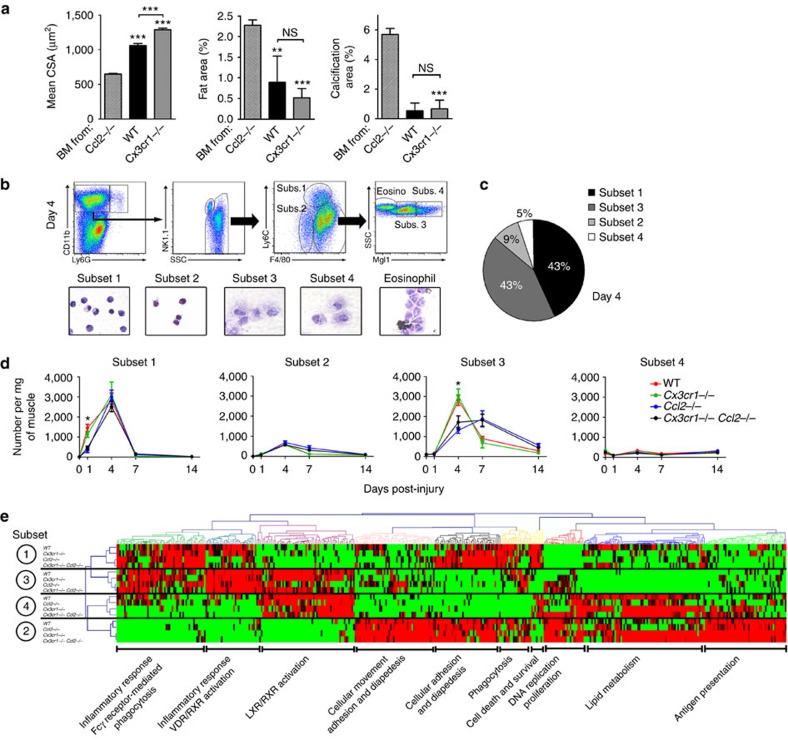
CCL2 but not CX3CR1 deficiency affects macrophage recruitment in muscle. (**a**) Analysis of muscle regeneration in chimeric *Ccl2*^−/−^ mice engrafted with bone marrow from *Ccl2*^−/−^, WT and *Cx3cr1*^−/−^ mice, by measuring the mean regenerating myofiber CSA and the areas of intermuscular adipocyte and of calcified myofibers on day 10 post injury. ***P<0.001 for *Ccl2*^−/−^ mice engrafted with bone marrow from WT or *Cx3cr1*^−/−^ mice versus *Ccl2*^−/−^ mice engrafted with *Ccl2*^−/−^ bone marrow. Data are mean of a single experiment+s.e.m. of three mice per strain. (**b**) Gating strategy for macrophages on day 4 post injury. Macrophages expressed CD11b, F4/80 and Mgl1 but not Ly6G or NK1.1. Four subsets of cells corresponding to this phenotype were identified; a subset of CD11b^+^ F4/80^+^ Ly6C^low^ Mgl1^−^ cells, with morphology typical of eosinophils, was excluded from the analysis. (**c**) Proportion of each macrophage subset on day 4 post injury. (**d**) Kinetics of the four macrophage subsets during muscle regeneration in WT, *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice. *P<0.05 for *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ strains versus WT. Data are mean of two to four distinct experiments±s.e.m. of at least six mice per strain per time point. (**e**) The four macrophage subsets from injured muscle were sorted by flow cytometry on day 4 post injury according to the gating strategy described in (**b**). RNA from one cell-sorting experiment, representing a pool of three mice per strain, was amplified and hybridized on the Illumina whole mouse genome oligo microarrays (WG6). Hierarchical clustered heat map of macrophage subsets 1, 2, 3 and 4 based on the gene expression of ten different clusters. Red: increased expression, green: decreased expression.

**Figure 3:**
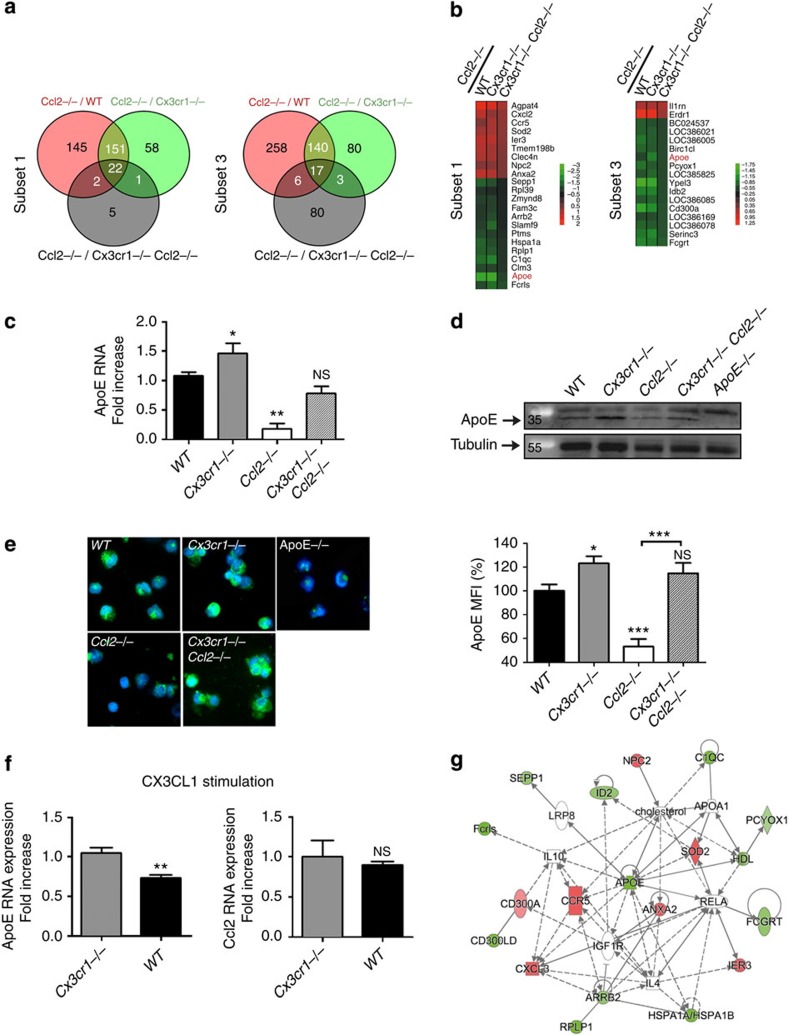
ApoE macrophage production is adversely regulated by CCL2 and CX3CR1. (**a**) Venn diagrams illustrating the comparisons between the set of genes significantly differentially regulated in cell subsets 1 and 3 from *Ccl2*^−/−^ versus WT (in red), *Cx3cr1*^−/−^ (in green) and *Cx3cr1*^−/−^ *Ccl2*^−/−^ (in grey), mice. (**b**) Heat maps representing the positive (red) and negative (green) log2 ratio of gene expression in subsets 1 (22 genes) and 3 (17 genes) from *Ccl2*^−/−^ mice compared with WT, *Cx3cr1*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice. ApoE expression in the global pool of mononuclear phagocytes extracted from injured muscle though magnetic columns (CD11b^+^ Ly6G^−^ NK1.1^−^) was analysed for each mouse strain on day 4 post injury by: (**c**) Real time-PCR (data are a mean+s.e.m. of three experiments). (**d**) Western blotting (one experiment representative of two; first lane: size marker in kDa), (**e**) immunolabelling and quantification of mean fluorescent intensity (MFI), with the appropriate threshold using image J software. (Data are a mean+s.e.m. of at least five fields counted (magnification of × 40) from two cell sorting experiments.) NS, not significant, *P<0.05, **P<0.01 and ***P<0.001 for each knock-out strain versus wild type. (**f**) Modifications in ApoE and Ccl2 RNA expression induced after CX3CL1 (100 nM) *in vitro* stimulation during 16 h was analysed by real-time PCR in the global pool of mononuclear phagocytes extracted from WT mice, compared with *Cx3cr1*^−/−^. Data are a mean+s.e.m. for six mice per strain in three distinct experiments; NS, not significant, **P<0.01. (**g**) Network diagram showing the links between most of the genes differentially up- (red) or downregulated (green) in *Ccl2*^−/−^ mononuclear phagocytes compared with *Cx3cr1*^−/−^ *Ccl2*^−/−^ mononuclear phagocytes, inflammatory response, endocytosis signalling, LXR/RXR activation and lipid metabolism (Ingenuity Pathway analysis).

**Figure 4:**
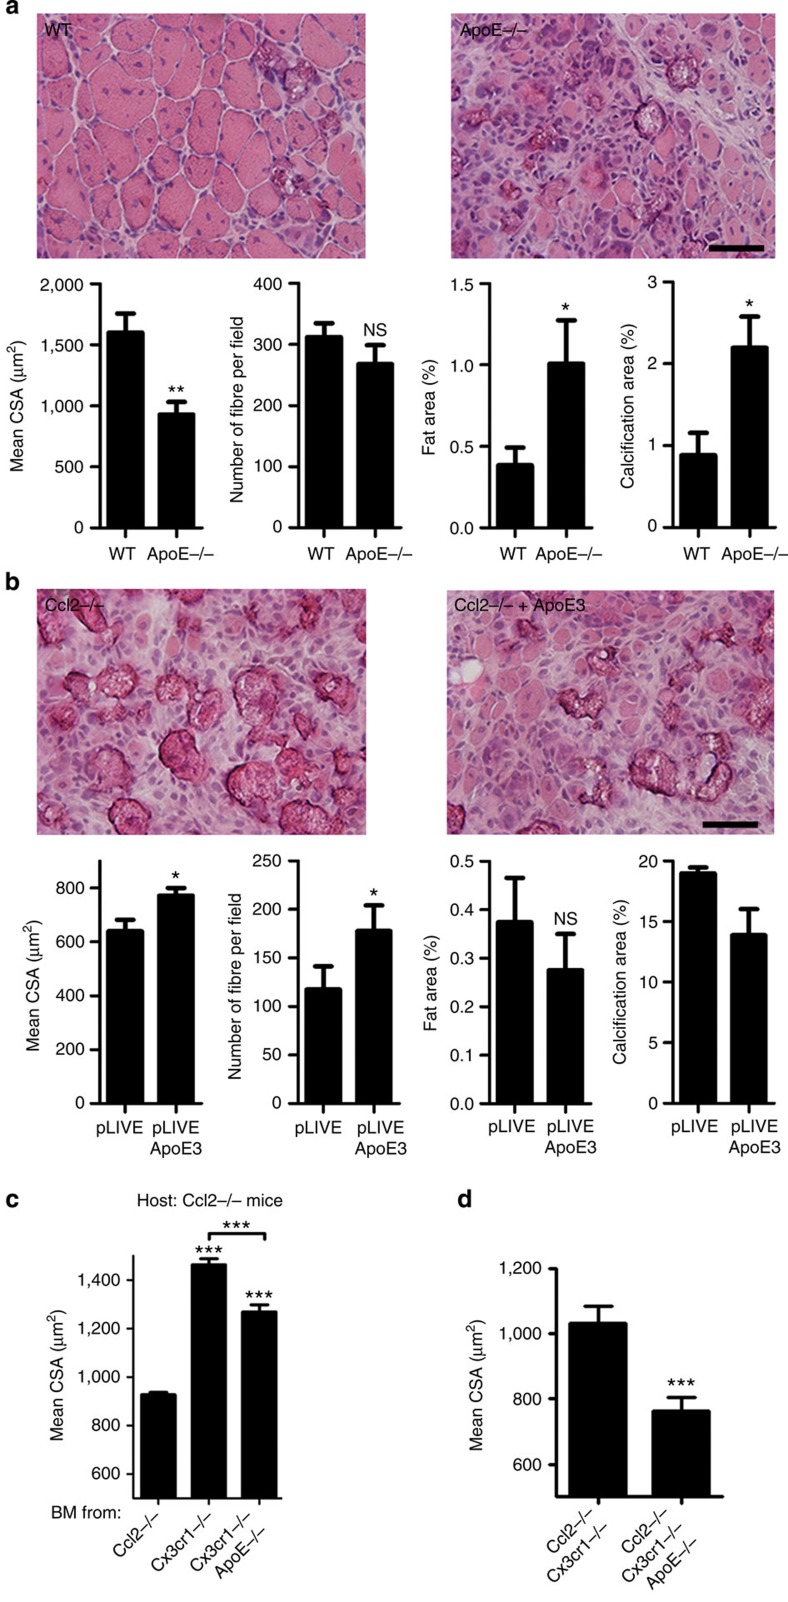
Macrophage ApoE production improves skeletal muscle regeneration. (**a**) Analysis of muscle regeneration of *ApoE*^−/−^ (*n*=11) versus WT mice (*n*=7) on day 10 post injury, by measurement of mean CSA of regenerating myofibers, myofiber density and areas of fat and calcification. Data are mean+s.e.m. of two distinct experiments. (**b**) Analysis on day 10 post injury of muscle regeneration in *Ccl2*^−/−^ mice, transfected (*n*=3) or not (*n*=3) with a pLIVE plasmid encoding for human ApoE3, by measurement of mean CSA of regenerating myofibers, myofiber density and areas of fat and calcification. In this experimental system, systemic expression of ApoE3 was detected for at least 8 days after transfection (data not shown). Data are mean+s.e.m. of a single experiment. Scale bar, 100 μm. (**c**) Analysis of muscle regeneration in chimeric *Ccl2*^−/−^ mice engrafted with *Ccl2*^−/−^ (*n*=5), *Cx3cr1*^−/−^ (*n*=5) or *Cx3cr1*^−/−^ *ApoE*^−/−^ (*n*=4) bone marrow, by measurement of the mean CSA of regenerating myofibers on day 21 post injury. (**d**) Analysis of muscle regeneration in *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice (*n*=4) and *Cx3cr1*^−/−^ *Ccl2*^−/−^ *ApoE*^−/−^ mice (*n*=4). Data are mean+s.e.m.; NS, not significant, *P<0.05, **P<0.01 and ***P<0.001.

**Figure 5:**
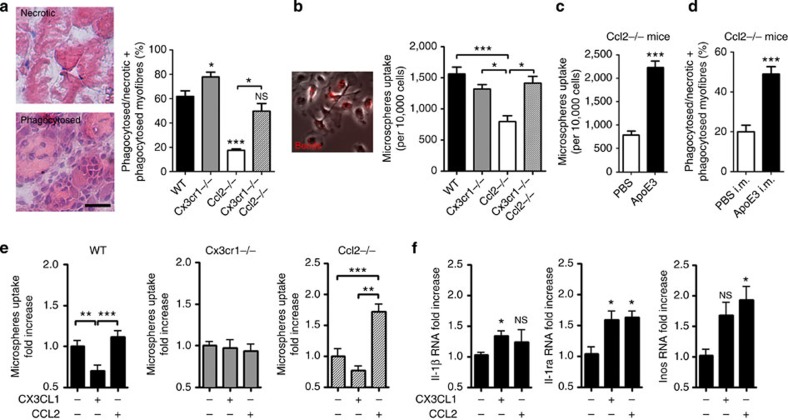
Macrophage ApoE production enhances muscle debris phagocytosis. (**a**) Quantification of *in vivo* phagocytosis, by assessment of the numbers of infiltrated necrotic myofibers versus total necrotic myofibers infiltrated or not on day 4 post injury. Scale bar, 100 μm. Data are means+s.e.m. of six mice per strain in two independent experiments. (**b**) Phagocytosis activity of mononuclear phagocytes extracted from injured-muscle of WT, *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice on day 4 post injury was assessed by incubating muscle cells for 4 h with red fluorescent microspheres. This parameter is expressed as the number of cells that engulfed at least one bead per 10,000 cells. Results are means+s.e.m. of six mice in three independent experiments. (**c**) Phagocytosis activity of *Ccl2*^−/−^ muscle mononuclear phagocytes in the absence or presence of exogenous human APOE3 protein. Results are mean±s.e.m. of five mice in two independent experiments. (**d**) Quantification on day 4 post injury of *Ccl2*^−/−^ myofiber removal in the absence (*n*=2) or presence (*n*=4) of exogenous human APOE3 protein. (**e**) Phagocytosis activity of mononuclear phagocytes from injured-muscle of WT, *Cx3cr1*^−/−^ and *Ccl2*^−/−^ mice on day 4 post injury was assessed 16 h after incubation of muscle cells with CX3CL1 or CCL2 chemokines. The numbers of muscle cells that engulfed at least one fluorescent microsphere were compared between treated and untreated cells for all mice strains. (**f**) Effect of CX3CL1 and CCL2 on IL-1, IL-1 receptor antagonist (Ra) and iNOS (nitric oxide synthase) expression was measured by real-time PCR in mononuclear phagocytes extracted from WT mice incubated during 16 h with CX3CL1 (100 nM) or CCL2 (100 nM), and compared with untreated cells. Data are mean+s.e.m. of six mice per strain in three independent experiments. NS, not significant, *P<0.05, **P<0.01 and ***P<0.001.

**Figure 6:**
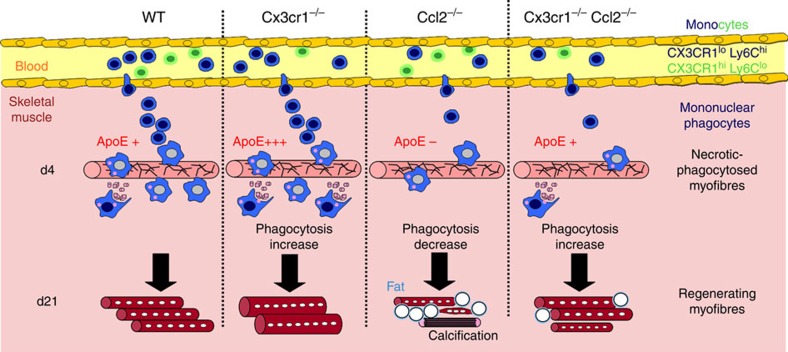
Macrophage infiltration and function during muscle regeneration. Diagram depicting macrophage infiltration and functions during muscle regeneration in WT, *Cx3cr1*^−/−^, *Ccl2*^−/−^ and *Cx3cr1*^−/−^ *Ccl2*^−/−^ mice.

How the deposited data were processed for this re-analysis (not part of the article)

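Gene expression was measured on 24 Illumina whole mouse genome arrays. RNA from mononuclear phagocyte subsets sorted from muscle was amplified and hybridised, with 1 array for each strain, subset and condition and a pool of 3 mice behind each array. There were 16 arrays of subsets 1 to 4 from WT, *Cx3cr1*-/-, *Ccl2*-/- and *Cx3cr1*-/- *Ccl2*-/- mice on day 4 after notexin, and 8 arrays of subsets 3 and 4 from untreated muscle of the same strains. The paper used female and male mice, and the sex of the pools is not given in the sources used here.

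The authors deposited a table of array intensities that were not normalized, 1 signal per probe and array. The submitters' processing notes name GenomeStudio, with no version. Beside each signal the authors deposited a detection p-value, which sets the probe against the negative controls of its array. They also deposited processed intensities, which differ from the quantile-normalized signals by at most 0.0276 log2 units. The medians of these processed columns are equal to within 1 unit, and the median signal of the arrays that were not normalized was 125 to 180. The values were on a linear scale and were taken to log2 here.

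The signals were corrected for background by normexp with the detection p-values, quantile-normalized over all 24 arrays with an offset of 16 and taken to log2 (neqc in limma 3.58.1, R 4.3.3). A probe was tested when its detection p was under 0.05 in at least 8 of the 16 arrays of a fit, or in 4 of 8. For the 16 day-4 arrays this is the detection filter of the paper's methods, which also name a filter on background signals that they do not describe and that was not applied here. All tests used limma (lmFit and eBayes), with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The subset comparisons took the 4 strains as the replicates of each subset, as the paper's one-way test does. The strain comparisons fitted subset and strain, over subsets 1 and 3 or over all 4 subsets. Because each strain is 1 pool, their p-values measure how alike a strain difference was across subsets of that pool and leave out the spread between mice. The comparison of day 4 with untreated muscle fitted condition, subset, their interaction and strain over the 16 arrays of subsets 3 and 4. Subsets 3 and 4 of a strain and condition come from 1 pool of mice, so this fit counts each pool in 2 arrays, and it was repeated with 1 value per pool. In single subsets a fold rule without a test was used, for which the array of a strain had to be at least 2-fold above or below each of the other 3 arrays and be detected in the higher one.

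Of 45281 probes, 34885 carry 1 gene symbol in the platform annotation, 18 several and 10378 none, and no gene was named from a probe with several. A gene with more than 1 probe is represented by the probe with the highest mean log2 intensity over the arrays of the fit. The genes named are the 10 with the largest difference in each direction (5 for each subset and for the smaller comparisons) among those that passed with 1 sign in every strain or subset, the genes the paper names for the arrays, and members of 27 gene lists as examples. The samples of each comparison, its test, the rule for named genes, the lists and most alternatives were set before the data were examined, and the few added later are named in the closing section. Where no array of a group on the lower side was above background, the fold of a called gene is given as a lower bound, with that group set at the higher of its own value and the lowest detected signal of each array. Lists were tested with limma's camera at a correlation of 0.01 and again with the correlation estimated from the data.

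The 4 subsets of a strain come from the same pool of mice, so the arrays are paired by design. The deviations of arrays of 1 strain from their subset means had a median correlation of 0.162 over 24 pairs, from −0.00229 to 0.441, with 20 pairs above 0.1. Between strains the median was −0.0618 over 72 pairs. No 2 arrays held identical values. The number of detected probes was 7054 to 18289 per array (median 15786.5), and the number of arrays limits the precision. The fits were tested on simulated data with 200 changed probes. For subset 1 against the other 3 subsets, 86% of probes changed by 2 log2 units and 21% of those changed by 1 were called. For *Ccl2*-/- against the other 3 strains in subsets 1 and 3 it was 84% and 33%, for the same comparison in untreated muscle 34% and 0%, and for *Ccl2* deficiency there 57% and 1%. For *Cx3cr1*-/- *Ccl2*-/- against *Ccl2*-/- over all 4 subsets it was 66% and 9%.

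Alternatives were no background correction, scaling to 1 median without a quantile step, the authors' processed values, normalization of only the arrays of a fit, other filters on dim probes, a prior variance with a trend, the pool as a block, leaving out each strain or subset in turn, other fold thresholds, plain one-way tests per probe, leaving out the 4 arrays with fewer than 11000 detected probes, and 1 value per pool for the comparison with untreated muscle. The pathway analysis and the clustering of the paper were not repeated.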

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

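The tests of Xist and of Uty were chosen after the values were seen. The highest and the lowest array were set against the others in 30 groups of 4 arrays, of which chance alone puts about 1 in 20 apart, and 2 were apart. The *Ccl2*-/- array of untreated subset 3 had 9896 detected probes, where the other strains had 14897, 15029 and 15471. Xist, the RNA of the inactive X chromosome of female cells, had a log2 intensity of 8.01 (8.007) in day-4 subset 1 of *Cx3cr1*-/-, where the other strains had 9.29, 9.33 and 9.37.

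For Xist the low value was seen in other arrays of the same pool. It was 8.04 in day-4 subset 3 and 8.45 in subset 2 of *Cx3cr1*-/-, against 9.35 and 9.69 in the untreated subsets of that strain. Over the 4 Xist probes, *Cx3cr1*-/- was the lowest of the strains for all 4 in day-4 subsets 1 and 3 and for 3 in subsets 2 and 4, where its arrays are weak and 2 and 1 of these values were not above background. The exceptions were a probe at 8.75 in subset 2, where the other strains had 8.08 to 8.31, and the probe given above at 9.44 in subset 4, within their 8.80 to 9.51. Few detected probes do not account for it, because in subsets 1 and 3, where no array is weak, *Cx3cr1*-/- lay below the lowest other strain for all 4 probes. For the probe whose values are given first the gap was 0.8122 log2 units or more (−0.8122). Male mice in that pool may be the source, since the paper used both sexes. Of the Y-linked genes examined, Uty, Eif2s3y and Kdm5d, only Uty was detected in any array. It was detected, by 1 probe, in 4 of 4 day-4 arrays of *Cx3cr1*-/-. This Uty probe had log2 intensities of 5.82, 7.60, 5.44 and 6.27 in subsets 1 to 4 of that pool, above the other strains in each subset. It was also detected in 8 of the 20 other arrays, among them both untreated arrays of *Cx3cr1*-/-, where Xist was not low, and the 7 other probes of the Y-linked genes examined, 3 of them of Uty, were detected in no array. The source therefore stays open, and a sex difference between the pools was not tested in any comparison of strains.

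The untreated arrays, which the paper's text does not report on, differ from those of day 4. In subsets 3 and 4 together 1851 of 15624 probes changed on day 4 against untreated muscle in limma, 818 higher and 1033 lower, or 695 and 486 with median scaling. The change on day 4 differed between the Mgl1 low and Mgl1 high subsets for 1197 probes in the test of the interaction, 474 more positive in Mgl1 high and 723 more negative, or 194 and 7052 with median scaling. Without 1 strain the interaction gave 559 probes (WT), 47 (*Cx3cr1*-/-), 19 (*Ccl2*-/-) and 20 (*Cx3cr1*-/- *Ccl2*-/-), and without the weak arrays 927, of which 735 were among the 1197. The day-4 count was 1062 without WT and 868 without *Cx3cr1*-/- *Ccl2*-/-. Both subsets of a strain and condition come from 1 pool, so that each condition has 4 pools behind its 8 arrays. With 1 value per pool, a test chosen after the values were seen, 994 probes changed on day 4, 436 higher and 558 lower, with 981 of them among the 1851, and the interaction gave 1260, with 872 among the 1197. In 100 splits of the arrays the day-4 count was reached by 1 split, the real one, and the interaction count by 2 splits, the real one included, but these splits part arrays of 1 pool, and exchanges of whole pools are too few for a share under 0.05. The highest other split gave 1197 and 1851 probes, respectively, and is the same one in both cases, with the condition of subset 4 exchanged, which turns one comparison into the other.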

How the results depend on the processing

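The alternatives set before the data were examined were joined by 4 chosen afterwards: leaving out the 4 arrays with the fewest detected probes, the filter over 16 arrays for the fit of subsets 1 and 3, 1 value per pool for day 4 against untreated muscle (994 probes), and the fits for *Ccl2* deficiency, *Cx3cr1* deficiency and *Cx3cr1*-/- *Ccl2*-/- against *Ccl2*-/- in subsets 1 and 3. Of the counts that answer a comparison, 121 values under an alternative lay within 1.5 times the reported count and 77 did not, and the cause was not tested except where fewer arrays or probes enter by construction. Of the values of named genes, 8464 kept their side of the threshold, 536 lost the call, 154 gained it and 87 moved across the 2-fold limit, and no called value changed sign. Of the other counts 3913 stayed within 1.5 times and 762 did not. The weak arrays have the fewest signals above background, and how far this limits a count was tested only by leaving them out.

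With median scaling the count was 3025 for the F-test over the 4 subsets, 99, 2885 and 136 for subsets 1, 3 and 4, 404 for *Ccl2*-/- in subsets 1 and 3, 7587 for *Cx3cr1* deficiency over all 4 subsets, 1181 for day 4, 7246 for the interaction, 5 for *Ccl2*-/- in untreated muscle, and 247 and 124 for the 2-fold rule in subsets 1 and 3. The *Cx3cr1* deficiency count under this setting had 26 probes higher and 7561 lower, and over subsets 1 and 3 none higher and 6 lower. This scaling leaves a median log2 difference over all tested probes of 0.23 for subset 1 (0.10 after the quantile step), −0.53 for subset 2 (−0.17), 0.72 for subset 3 (0.15), −0.34 for subset 4 (−0.08), 0.23 for *Ccl2*-/- in subsets 1 and 3 (0.00), 0.35 over all 4 subsets (0.07), −0.58 for *Cx3cr1* deficiency (−0.15), −0.42 for *Cx3cr1*-/- *Ccl2*-/- against *Ccl2*-/- (−0.08), −1.16 for the interaction (−0.26), −0.42 for *Ccl2*-/- in untreated muscle (−0.08), and −0.22 and −0.25 for *Cx3cr1* deficiency and *Cx3cr1*-/- *Ccl2*-/- against *Ccl2*-/- in subsets 1 and 3 (0.00 each). Calls under it are to be read against these shifts.

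Without background correction, and also with the authors' processed values, the 2-fold rule gave 4 probes in subset 1 and 0 in subset 3, and *Cx3cr1* deficiency in subsets 1 and 3 gave 0. With only the arrays of a fit normalized, *Ccl2*-/- in subsets 1 and 3 gave 29 probes, *Cx3cr1* deficiency there 1, and the 2-fold rule 64 in subset 3. With a filter of 4 of 16 arrays subset 3 gave 272 probes. With no filter it gave 364, *Ccl2*-/- in subsets 1 and 3 gave 0, the interaction 774, *Ccl2* deficiency 265 and *Cx3cr1* deficiency in subsets 1 and 3 gave 0, and with the filter over 16 arrays the last gave 4. A prior variance with a trend gave 262 for subset 3, 186 for *Ccl2*-/- in subsets 1 and 3, 2 for *Cx3cr1* deficiency and 1 for *Ccl2*-/- in untreated muscle. With the 3 other strains as 1 group, *Ccl2*-/- in subsets 1 and 3 gave 0. A plain one-way test per probe at an unadjusted p under 0.05 gave 4530 probes. With fold thresholds of 1.5 and 3 the rule gave 841 and 6 probes in subset 1 and 361 and 1 in subset 3.

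With the pool as a replicate block the F-test gave 2941 probes, subset 1 349, subset 2 3563 and subset 3 473. The list of muscle fibre genes in subset 1 and that of chemokine genes in subset 4 then missed the threshold with an estimated correlation (adjusted p = 0.0732 and 0.111). Of the probes called without the block, 205 of 207, 2246 of 2246, 156 of 156 and 342 of 350 were called with it for subsets 1 to 4. Among the genes named and the lists of these comparisons, 13 genes gained a call and the pairing changed no other call. Without the weak arrays the F-test gave 2824 probes, subsets 1 to 4 gave 1123, 1086, 851 and 1281, and *Ccl2*-/- over all 4 subsets 14. Leaving out 1 strain in turn gave 196 to 987 probes for the F-test, 22 to 216 for subset 1, 327 to 1963 for subset 2, 0 to 23 for subset 3 and 72 to 339 for subset 4. It gave 0 to 386 for *Ccl2*-/- in subsets 1 and 3, 868 to 1528 for day 4 and 19 to 559 for the interaction. *Cx3cr1* deficiency over all 4 subsets gave 0 to 1 on leaving out 1 subset. The chip as a block was not run, because the sources used here do not name the chips.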

Differences from the paper's values

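The paper reports 2472 probes after its filter, and 15320 probes passed the detection filter stated in its methods here. The methods also name a filter on background signals, which they do not describe and which was not applied here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, with 19343 for a filter of 4 of 16 arrays and 45281 with no filter.

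The paper reports 434 genes that distinguish the 4 subsets, and 1151 named genes did so here at an adjusted p under 0.05 in limma's F-test. The paper gives P<0.05 in its results and P<0.01 in its methods, and its text does not say whether these were adjusted. At these thresholds without adjustment the one-way test per probe gave 3066 and 1401 genes here, and at an adjusted p under 0.05 it gave 923. Of the alternatives set before the data were examined, the fit without *Ccl2*-/- gave 413 genes, within 1.5 times of the paper's number. All others did not come within it: 1139 without background correction, 2178 with median scaling, 1135 with the authors' processed values, 1143 with only the arrays of the fit normalized, 1273 and 1102 with a filter of 4 of 16 arrays and with none, 1248 with a trend, 2073 with the pool as a block, and 722, 726 and 155 without WT, *Cx3cr1*-/- and *Cx3cr1*-/- *Ccl2*-/-.

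For subset 1 the paper reports 22 genes that differ in *Ccl2*-/- from the other 3 strains, and the 2-fold rule gave 78 named genes here. The paper states no threshold for this selection. None of the alternatives set before the data were examined came within 1.5 times of the paper's number: 4 genes without background correction and 4 with the authors' processed values, 189 with median scaling, 92 with only the arrays of the fit normalized, 641 and 5 at fold thresholds of 1.5 and 3, and 60 with the methods' filter.

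The paper states that of the genes it selected for each subset no gene but Apoe was lower in both subsets 1 and 3 of *Ccl2*-/-. Here Apoe was lower than in each other strain in both subsets, by −1.16 log2 units from the nearest strain in subset 1 and −0.63 in subset 3, so that it passed the 2-fold rule in subset 1 alone. At a fold threshold of 1.5, which 841 probes passed in subset 1 and 361 in subset 3, it passed in both. Slco2b1, which is not among the genes drawn in Fig. 3b, passed the 2-fold rule in both, at −1.63 and −1.15. With the authors' processed values 0 probes passed the 2-fold rule in subset 3, so Slco2b1 did not pass in both on those values.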

Other observations

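The tests for *Ccl2* deficiency in subsets 1 and 3 and for the weak arrays were chosen after the values were seen, except those of the neighbours of Ccl2, of the share of subset 2 calls that stays, and of the splits. Against the same subsets of untreated muscle, subsets 3 and 4 on day 4, averaged over both, were higher for lysosomal and lipid genes. Of 23 lysosome genes 14 were higher and none was lower at an adjusted p under 0.05 in limma (18 and 1 when adjusted over the list alone), among them the protease genes Ctsk, 4.13-fold (log2 difference 2.04, standard error 0.30, adjusted p = 5.23e-04), and Ctsd, 2.39-fold. Gpnmb was 30.4-fold higher and Trem2, a lipid-sensing receptor gene, 6.72-fold. Of 23 LXR/RXR and cholesterol genes 9 were higher and 1 was lower (12 and 1 over the list alone), with Nr1h3 6.85-fold higher (2.78, standard error 0.17, adjusted p = 4.35e-07), Abca1 2.42-fold and Apoe 2.21-fold (1.15, standard error 0.20, adjusted p = 0.00163). Many of these values are means of unlike subsets. Of the 14 lysosome genes 7 also passed the test of the interaction, all with the larger rise in subset 3, such as Ctsl, at 2.77 in subset 3 and 0.08 in subset 4 (adjusted p = 0.0248 for the interaction), and Grn, at 1.03 and −0.02 (0.0465). Of the 9 LXR/RXR genes 3 passed it, and of the 10 interferon genes given next 2. Apoe differed by 2.27 in subset 3 and by 0.02 in subset 4, where it was higher in 2 of 4 strains, and Abca1 by 2.39 and 0.15, likewise higher in 2 of 4 strains in subset 4. Ctsk differed by 3.24 and 0.85 (0.0357), Trem2 by 3.46 and 2.04 (0.0483), Nr1h3 by 3.46 and 2.09 (0.0353) and Rsad2 by 2.18 and 0.87 (0.0361). Of the 1197 probes called in the interaction, 485 stayed without WT, 43 without *Cx3cr1*-/-, 17 without *Ccl2*-/- and 20 without *Cx3cr1*-/- *Ccl2*-/-. In untreated muscle Ctsk was above background in 3 of 8 arrays, Nr1h3 in 4, and Gpnmb and Abca1 in 7. Abca1 lost its call without *Cx3cr1*-/- *Ccl2*-/- (adjusted p = 0.0769). Of 24 interferon response genes 10 were higher and 1 was lower (14 and 1 over the list alone), such as the antiviral gene Rsad2, 2.88-fold. In camera the adjusted p was 9.63e-11 for lysosome, 8.69e-04 for LXR/RXR and 1.79e-05 for interferon genes, and with an estimated correlation the adjusted p was 0.102, 0.171 and 0.102.

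Stress genes, antigen presentation genes and genes of resident macrophages were lower on day 4. Of 24 stress and immediate early genes 16 were lower and none higher (19 and none over the list alone), among them the heat shock gene Hspa1b, 2.76-fold, and Jund, 3.18-fold, with an adjusted p of 1.03e-12 in camera and 0.0311 with an estimated correlation. Of 20 genes of dendritic cells and antigen presentation 12 were lower and 2 higher (14 and 2 over the list alone), with Cd74, the MHC class II invariant chain gene, 2.83-fold lower, and of 21 tissue-resident macrophage genes 9 were lower and none higher (11 and none over the list alone), with Lyve1 5.32-fold and the phosphatidylserine receptor gene Timd4 3.09-fold lower. Their adjusted p was 4.88e-08 and 2.33e-06 in camera, and 0.171 for both with an estimated correlation. Il6, the interleukin-6 gene, was 9.13-fold lower (−3.19, standard error 0.17, adjusted p = 1.61e-07) and Retnla 12.3-fold. These too are means of unlike subsets, since Il6 differed by −4.51 in subset 3 and −1.87 in subset 4 and Retnla by −5.16 and −2.08 (adjusted p = 0.00585 for both interactions), while Timd4 differed by −0.70, lower in 3 of 4 strains, and −2.55 (0.0368). Genes on the lists of other cell types were among those higher in untreated muscle. The day-4 gates of the paper took Ly6G-negative cells and left out Mgl1-negative cells with the morphology of eosinophils. Alox15, of the eosinophil list, was at least 3.99-fold lower on day 4, when it was above background in 1 of 8 arrays (log2 8.11 ± 0.85, SD, n = 4, in untreated subset 3 and 4.92 ± 0.81 on day 4), the matrix gene Dcn of fibroblasts 6.22-fold (9.53 ± 0.52 and 6.21 ± 0.46 in subset 4), and of 10 muscle fibre genes 4 were lower and none higher (5 and none over the list alone, adjusted p = 0.0249 in camera and 0.370 with an estimated correlation). Of the fibroblast list 3 genes passed as lower and 1, the collagen gene Col3a1, as higher. On day 4 Jund and Timd4 were above background in 5 of 8 arrays, and Lyve1 and Dcn in 7. With 1 value per pool of mice, chosen after the values were seen, 5 of the stress genes were lower, 8 of the antigen presentation genes lower and 1 higher, 9 of the resident macrophage genes lower, 10 lysosome and 9 interferon genes higher, and 5 LXR/RXR genes higher and none lower, and every gene given a fold here passed. Every gene given a fold here had the same sign in 4 of 4 strains over both subsets together. The change of Apoe differed between the subsets, by −2.25 (adjusted p = 0.0127 for the interaction) for Mgl1 high against Mgl1 low, a call lost without *Ccl2*-/- (0.0694) and without *Cx3cr1*-/- *Ccl2*-/- (0.147).

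The mean of both strains without *Ccl2*, *Ccl2*-/- and *Cx3cr1*-/- *Ccl2*-/-, was set against the mean of WT and *Cx3cr1*-/- in a comparison chosen after the values were seen. It does not test whether both strains changed alike for a given gene. In subsets 1 and 3, 1074 of 16807 probes passed in limma, 476 higher and 598 lower (825 and 338 with median scaling). Of 15 genes of dendritic cells and antigen presentation 10 were lower and none higher (12 and none over the list alone), among them the class II genes H2-DMa, 3.03-fold, H2-Eb1, 2.94-fold, and Cd74, 2.86-fold, and Irf8, a transcription factor gene of monocytes and dendritic cells, 2.30-fold. The adjusted p of this list was 5.48e-08 in camera and 0.532 with an estimated correlation. Gja1, a gap junction gene, was 6.18-fold higher, Ccnd1, the cyclin D1 gene, 3.68-fold, and Timp1, a protease inhibitor gene, 2.83-fold. Apoe was 2.50-fold lower (−1.32, standard error 0.29, adjusted p = 0.0271, the mean lower in 2 of 2 subsets), a call lost with no filter (0.177), as were those of Cd74 (0.0820), H2-Eb1 (0.0760), H2-DMa (0.0654) and Timp1 (0.0760). In subset 3, however, the log2 intensity of Apoe in *Cx3cr1*-/- *Ccl2*-/- was 12.16, level with 12.14 in WT, and only *Ccl2*-/- was below WT. The other pairings of the 4 strains gave 7 and 0 probes. Over all 4 subsets the same comparison gave 11 of 15320 probes, 4 higher and 7 lower, with 1922 at an unadjusted p under 0.05. Background correction or normalization is argued against as the cause, since the lowest count over 4 other ways was 801. Of these ways, no background correction and the authors' processed values hardly differ (1200 probes each), so they are not separate checks. With no filter on dim probes the count was 265. Genes carried along with the disrupted allele are argued against too as making up most of the called genes. Of 763 called genes 2.10% (2.097) lie among the 200 annotated genes on each side of Ccl2. That share is higher than the 1.26% of 8887 tested genes, so some calls near Ccl2 may still come from them. Effects of such neighbours on genes elsewhere were not tested. Loss of *Ccl2* acting in injured muscle cannot be told apart from a difference between pools, with 1 pool per strain. In untreated muscle 0 probes passed in limma (1098 at an unadjusted p under 0.05), but those arrays are of subsets 3 and 4, and in simulated data this fit called 57% of changes of 2 log2 units and 1% of changes of 1, so changes of the smaller size would be missed there. Whether the effect differs between day 4 and untreated muscle was not tested.

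Subset 2 gave 2246 probes against the other 3 subsets, more than the 207, 156 and 350 of subsets 1, 3 and 4. Without the 3 weak day-4 arrays subset 2 gave 1086, below the 1123 of subset 1 and the 1281 of subset 4. The weak arrays may therefore account for its place at the top. However, subset 2 loses its *Cx3cr1*-/- and *Cx3cr1*-/- *Ccl2*-/- arrays there, while subsets 1 and 3 lose none. Fewer arrays alone can lower a count, so this ranking cannot tell weak arrays from fewer arrays. Of the calls of subset 2, 31.57% passed again without the weak arrays. With the same limit, this leaves open how far genes of subset 2 itself account for the count.

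*Cx3cr1* deficiency, taken as *Cx3cr1*-/- and *Cx3cr1*-/- *Ccl2*-/- against WT and *Ccl2*-/- over all 4 subsets, gave 5 probes in limma, 1 higher and 4 lower, with 3924 at an unadjusted p under 0.05, and on leaving out 1 subset in turn it gave 0 to 1. The genes named next, apart from Apoe and Cx3cr1, were chosen after their values were seen. Of the 5 probes 1 carries a gene symbol, that of the RNA-binding protein gene Hnrnpa2b1, at −1.59 (standard error 0.23, adjusted p = 0.0289, lower in 4 of 4 subsets and above background in 5 of the 8 deficient arrays), while the brightest probe of this gene stood at −0.18 (adjusted p = 0.460). Apoe differed by 0.16 (standard error 0.26, adjusted p = 0.683, higher in 2 of 4 subsets). In subsets 1 and 3 alone, chosen after the values were seen, 7 probes passed, 4 higher and 3 lower. Cx3cr1 itself was at least 3.39-fold lower (adjusted p = 0.0362), above background in 1 of the 4 arrays of the deficient strains, and Apoe differed by 0.58 (standard error 0.29, adjusted p = 0.839). The 4 higher probes were those of Wdfy1, 3.02-fold, and of the secreted or matrix protein genes Fstl1, 2.64-fold, Serpinf1, 2.60-fold, and Tnc, at least 2.26-fold (adjusted p = 0.0329, 0.0480, 0.0480 and 0.0480), each higher in 2 of 2 subsets. The brightest probe of Tnc did not pass (adjusted p = 0.227), and without background correction no call of this comparison remained, with an adjusted p of 0.501 for Cx3cr1, 0.164 for Wdfy1, 0.254 for Fstl1 and 0.206 for Serpinf1. Cx3cr1 also did not pass with the authors' processed values (0.497), with only these arrays normalized (0.0751) or with no filter (0.649), and over the other settings its adjusted p was 0.0170 to 0.0481. In untreated muscle no probe differed between *Ccl2*-/- and the other 3 strains in limma (1806 at an unadjusted p under 0.05, lowest adjusted p 0.0744). Apoe stood there at −0.33 (adjusted p = 0.674 in limma), a mean of unlike subsets. In untreated subset 3 it was 9.23 in *Ccl2*-/-, a weak array, and 9.16 in *Cx3cr1*-/- *Ccl2*-/-. In WT and *Cx3cr1*-/- it was 10.33 and 10.62. In untreated subset 4 the values in the same order were 11.89, 11.59, 11.92 and 11.71. With 1 array each these differences were not tested.

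The arrays were regrouped in up to 100 splits of the same sizes. For the F-test 1 of 100 splits, the real one, reached 1590 probes (highest other 140), which argues against a chance labelling of the arrays by subset. These 100 were drawn from 13824 possible splits, and 0.01 is the smallest share they can give. The real split was also the only one to reach the count for subset 1 (207 against 75) and subset 2 (2246 against 21). For subset 3 and subset 4 it was 2 splits, with 156 and 350 probes against a highest other of 1430 and 1338. The larger counts came from the split that takes the arrays of subset 2 as the group, which points to that structure of the arrays. Splits that mix unlike subsets put the differences between subsets into the residual spread, and the median of the other splits was 0. For a single subset they therefore cannot decide whether its calls are its own. For *Cx3cr1* deficiency over all 4 subsets a count as large was reached in 2 of 100 splits (5 probes, highest other 5), but these splits mix arrays of different pools, and exchanges of whole pools are too few for a share under 0.05. For *Ccl2*-/- against the other 3 strains and for *Cx3cr1*-/- *Ccl2*-/- against *Ccl2*-/-, over all 4 subsets, the real count was 0, which 100 of 100 splits reach by construction (highest other 2 in each), so the splits decide nothing there. For *Ccl2*-/- in subsets 1 and 3 (120 probes, highest other 40) and *Ccl2* deficiency there (1074, highest other 7) the 16 and 18 splits are too few for a share under 0.05, and the real one was the 1 split with a count as large in each.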
